# Genome-wide 5-hydroxymethylcytosine (5hmC) emerges at early stage of *in vitro* differentiation of a putative hepatocyte progenitor

**DOI:** 10.1038/s41598-020-64700-2

**Published:** 2020-05-08

**Authors:** Jesús Rafael Rodríguez-Aguilera, Szilvia Ecsedi, Chloe Goldsmith, Marie-Pierre Cros, Mariana Domínguez-López, Nuria Guerrero-Celis, Rebeca Pérez-Cabeza de Vaca, Isabelle Chemin, Félix Recillas-Targa, Victoria Chagoya de Sánchez, Héctor Hernández-Vargas

**Keywords:** Cancer genomics, Epigenomics, DNA methylation

## Abstract

A basic question linked to differential patterns of gene expression is how cells reach different fates despite using the same DNA template. Since 5-hydroxymethylcytosine (5hmC) emerged as an intermediate metabolite in active DNA demethylation, there have been increasing efforts to elucidate its function as a stable modification of the genome, including a role in establishing such tissue-specific patterns of expression. Recently we described TET1-mediated enrichment of 5hmC on the promoter region of the master regulator of hepatocyte identity, *HNF4A*, which precedes differentiation of liver adult progenitor cells *in vitro*. Here, we studied the genome-wide distribution of 5hmC at early *in vitro* differentiation of human hepatocyte-like cells. We found a global increase in 5hmC as well as a drop in 5-methylcytosine after one week of *in vitro* differentiation from bipotent progenitors, at a time when the liver transcript program is already established. 5hmC was overall higher at the bodies of overexpressed genes. Furthermore, by modifying the metabolic environment, an adenosine derivative prevents 5hmC enrichment and impairs the acquisition of hepatic identity markers. These results suggest that 5hmC could be a marker of cell identity, as well as a useful biomarker in conditions associated with cell de-differentiation such as liver malignancies.

## Introduction

Dynamic changes in chromatin organization and DNA modifications participate in the establishment of cell identity in normal human biology and disease^1^. Epigenetic marks such as DNA methylation are characteristic of a particular cell type as they help define the associated transcriptome^2,3^. DNA methyl-transferases (DNMTs) establish 5-methylcytosine (5mC) from S-adenosylmethionine (SAM), the principal methylating agent in the body derived from the methionine cycle^4^. In humans, the liver is the organ with the highest turnover of SAM and metabolism of methionine^5^. It has been suggested, that adenosine could be able to modulate SAM methylation in the liver, promoting either the metabolic flow of methyl group transfer-reactions or their inhibition by inducing S-adenosylhomocysteine (SAH) accumulation^6^.

As opposed to DNMTs, Tet Methylcytosine Dioxygenases (TET) are involved in the oxidation of methylated cytosine in DNA forming 5-hydroxymethylcytosine (5hmC) and, together with the base excision DNA repair machinery, lead to active cytosine demethylation^7,8^. Several studies suggest that the dynamic distribution of 5hmC could be an acquired “imprint” of cell identity during adult progenitor cell differentiation in various tissues, including liver (reviewed in [^9^]). Indeed, apart from neurons and stem cells, the liver is relatively rich in 5hmC content compared to other adult organs^10^. Specific patterns of 5hmC have been shown in normal liver tissue^10–12^, and several studies have described an overall and gradual loss of 5hmC in liver cancer^13–17^ and other liver pathologies^18,19^. In addition, 5hmC is overall increased in human adult liver compared to fetal liver, with 5hmC occupancy overrepresented in genes involved in catabolic and metabolic processes^20^. Indeed, it was shown that the majority of age-related DNA methylation changes in mouse liver occur between postnatal days 5 and 20^21^, although that study could not distinguish between 5-methylcytosine (5mC) and 5hmC. On the other hand, *in vitro* approaches to hepatocyte differentiation using human mesenchymal stem cells showed that inhibiting DNA methylation could increase the efficacy of differentiation^22–24^. Moreover, a report described a transient accumulation of 5-carboxilcytosine, another intermediate on the process of active DNA demethylation, during differentiation of hiPSC to hepatocytes^25^. Although 5hmC distribution during adult progenitor cell differentiation has been assessed in several tissues (reviewed in [^9^]), there is a lack of information in liver. We described a specific shift in 5hmC at the *HNF4A locus* which occurs at one week of cell culture and that leads to unleashing hepatocyte differentiation^26^. However, there is no base-resolution genome-wide analysis of 5hmC during hepatocyte differentiation in a controlled system.

The capacity to modulate epigenetic modifications, offers an opportunity to assess how epigenomic changes could influence cell differentiation as well as to develop new strategies for the early prevention and treatment of diseases^27^. An adenosine derivative, IFC-305 (UNAM Patent 207422), is able to modulate SAM levels and regulates DNA methylation^28^, presenting hepatoprotective properties^29–34^. Therefore, this adenosine derivative could be a useful tool to understand how a metabolic environment could modify chromatin components during differentiation processes.

Here, we asked whether 5hmC is present and/or redistributed in the genome of differentiating hepatocytes. We describe 5hmC genomic enrichment and its relationship with gene expression. Moreover, we show how 5hmC accumulation and hepatocyte differentiation are impaired by perturbing the metabolic environment using IFC-305.

## Results

### HepaRG cells express hepatocyte markers after one week of differentiation

HepaRG cells are bipotent liver progenitor cells that differentiate *in vitro* after 4 weeks into either hepatocytes or cholangiocytes. Our group previously found a TET1-dependent switch from methylated to hydroxymetylated DNA status at *HNF4A* promoter P1 in HepaRG cells, triggering differentiation at one week of cell culture^26^. In order to determine the gene expression profile at this stage of hepatocyte differentiation (Fig. 1A), RNA was isolated and a transcriptome analysis was performed to identify differentially expressed genes (DEGs) (Fig. 1B). 

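HepaRG is a human liver progenitor cell line. RNA from 2 independent cultures of proliferative cells (day 0) and 2 independent cultures of differentiating cells (day 7) was hybridized to 4 Illumina HumanHT-12 BeadChips, which measure transcripts through beads that carry gene-specific probes. According to the paper, proliferative cells were kept at low confluence to avoid cell contact, while differentiating cells were seeded to reach full confluence. Cell density therefore went together with condition, and its effect cannot be told apart from that of differentiation. The methods name the v3 BeadChip, while the probe annotation supplied with the deposited values is that of the v4 BeadChip, and this conflict was left open. According to the methods, RNA was extracted with TRIzol, treated with DNase and amplified with the Illumina TotalPrep kit, and the arrays were read on an iScan. The authors processed the raw signals with R/Bioconductor packages for bead arrays, and the submitters' processing notes name limma without a version. The deposited values are log2 intensities already quantile-normalized between arrays, with a mean gap of 0.000191 between their sorted values. Every array had a median of 4.96. The background correction and any filter on dim probes are not given in the sources used here.
All 47323 probes were tested with limma (lmFit and eBayes, version 3.58.1) for differentiating minus proliferative cells, with the Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. Of these probes, 30113 carry 1 gene symbol in the annotation used here and stand for 20046 genes. A gene with several probes is described by the probe with the highest mean over the 4 arrays. Gene lists fixed before the data were examined were tested with camera at a preset inter-gene correlation of 0.01, and with Fisher's exact test (two-sided) against the called genes. The paper's results were known when the lists were written, and some topics follow its enrichments from the same arrays. Those lists are therefore not independent of these enrichments. Fisher's exact test treats genes as independent, which genes on the same arrays are not. Across probes, the Pearson correlation was 0.995 between the proliferative cultures and 0.995 between the differentiating cultures, against 0.980 to 0.986 between conditions (across probes, which are not independent replicates). The number of arrays limits the precision. In data simulated with 2 arrays per group, 30.8% of probes with a log2 change of 1 and 88% of those with a log2 change of 2 were recovered, and 4.29% of the calls were false. The simulation changed far fewer probes than were called in the real data. It drew the noise of each probe independently from the spread that limma fitted. These rates may therefore not hold for the real data.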

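Among genes with a symbol in the annotation used here, each read through 1 probe, the largest rises after 1 week were mostly in genes of proteins that hepatocytes secrete. FGL1, a fibrinogen-like protein made by the liver, went from a log2 intensity of 5.66 ± 0.19 in proliferative cells to 11.17 ± 0.21 in differentiating cells (SD, n = 2 cultures each). Its log2 fold change was 5.51 (standard error 0.148, adjusted p = 0.00123 from limma), and 2 of its 6 probes did not pass. APOA1, the main protein of high-density lipoprotein, rose by 5.32, and TTR, which carries thyroid hormone and retinol-binding protein, rose by 5.03 on the same scale. They were followed by the complement component C6 (4.94), the alcohol dehydrogenase ADH1A (4.80), the kininogen KNG1 (4.73), the vitamin E-binding protein AFM (4.71), the iron carrier TF (4.59), the thyroxine-binding globulin SERPINA7 (4.58) and the heme-binding protein HPX (4.55). The probes of TTR, KNG1, AFM, SERPINA7 and HPX lay below the array median in proliferative cells, near the floor of the scale, so that their rises are lower bounds and the order of these genes is not established. The largest falls were smaller. The non-coding RNA SNAR-A1 had a log2 fold change of -2.60 (standard error 0.393, adjusted p = 0.0331), the calcium-binding protein S100A2 one of -2.54 and the thymosin TMSB15A one of -2.48. Next came 3 genes of mitosis, BIRC5 (-2.36), DLGAP5 (-2.32) and KIF2C (-2.31), the actin-binding protein TAGLN (-2.32), the chorionic gonadotropin subunit CGB5 (-2.30), the peptide hormone CCK (-2.28) and the securin pseudogene PTTG3P (-2.24).
In all, 2771 probes were differentially expressed, 1433 of them higher and 1338 lower in differentiating cells. The higher probes stood for 1059 genes and the lower probes for 955 genes, with 453 called probes left out because they carry no single symbol in the annotation used here. The transglutaminase TGM2 was in both groups, with 1 probe at 1.33 and another at -0.86. The median log2 fold change was 0.84 among higher and -0.80 among lower probes. With a variance prior that follows intensity, 4937 probes were called in place of 2771. SNAR-A1, CGB5 and PTTG3P have close relatives of nearly the same sequence, so their probes may also read these. With any 1 array left out, these 10 rises passed, and of these 10 falls only CGB5 did, although a second probe of CGB5, and 1 of 3 probes of TAGLN, did not pass in the full fit. With 1 array left out the number of differentially expressed probes fell to between 257 and 740, and an ordinary linear model without empirical Bayes called 0 probes (6447 at an unadjusted p under 0.05, against 9770 with limma).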

We found 4175 DEGs upon one week of differentiation. 

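Genes of cell division fell together. Of 64 measured genes of mitosis, 59 were lower in differentiating cells, 0 were higher and 5 did not pass the test (60 lower when adjusted over the list alone), with a median log2 fold change of -1.69. The list as a whole was shifted downward (adjusted p = 2.77e-38 from camera, 0.237 as the adjusted p with an estimated correlation). Of 52 genes of DNA replication, 35 were lower and 0 were higher (43 lower when adjusted over the list alone), with a median of -1.01 (camera adjusted p = 7.01e-24, adjusted p = 0.206 with an estimated correlation). Among them, the thymidine kinase TK1 had a log2 fold change of -2.24 and the origin licensing factor CDT1 one of -1.94, and GINS2, a subunit of the replicative helicase complex, also fell (adjusted p = 0.0142). PCNA, the sliding clamp of DNA polymerase, was lower by its brightest probe (-0.82, adjusted p = 0.0404), while its other probes did not pass and the call was lost with any 1 array left out (adjusted p 0.0693 to 0.159).
Of 20 genes of the G1 to S transition, 8 were lower and 0 were higher (13 lower and 2 higher when adjusted over the list alone), with a median of -0.47 (camera adjusted p = 1.85e-06, adjusted p = 0.318 with an estimated correlation). E2F2, an activating E2F factor, was at -1.88, UHRF1, which brings DNMT1 to replicated DNA, at -1.79, and the phosphatase CDC25A at -1.78. The kinase CDK6 was at -0.49 (adjusted p = 0.0741), CDK4 at -0.35 (adjusted p = 0.161) and cyclin D1, CCND1, at 0.34 (adjusted p = 0.117), and all 3 passed when the variance prior followed intensity (adjusted p 0.00409, 0.0363 and 0.0325).
Of 34 genes of DNA repair and DNA-dependent ATPases, 17 were lower and 0 were higher (23 lower when adjusted over the list alone), with a median of -0.70 (camera adjusted p = 3.82e-11, adjusted p = 0.206 with an estimated correlation). They included the exonuclease EXO1 (-2.01) and FANCI of the Fanconi anemia pathway (-1.61).
Markers of endothelial and blood cells were mostly near the floor of the scale, with median intensities of 4.57 and 4.82 over their members, so that a fall could hardly be seen in them. These lists are not the gene sets behind Fig. 1C and do not test its association. Of 20 endothelial markers, 0 passed the test in limma in either direction, and also 0 when adjusted over the list alone (2 higher and 0 lower at an unadjusted p under 0.05), and their shift against other genes had an adjusted p of 0.366 (camera; upward in fry, which tests a list against no change, adjusted p = 0.0419). Of 24 blood cell markers, 2 were higher and 0 were lower, the same when adjusted over the list alone: CD14, a lipopolysaccharide co-receptor, at 1.15, and HLA-DRA, a class II antigen-presenting protein, at 1.12. Their median was 0.07 (camera adjusted p = 0.0184, adjusted p = 0.329 with an estimated correlation), and this shift did not pass without replicate 3 (adjusted p = 0.063). Of the genes named here, only CDT1 and EXO1 were called with any 1 array left out, and EXO1, UHRF1 and CDC25A each have 1 further probe that did not pass.

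**Figure D1:**
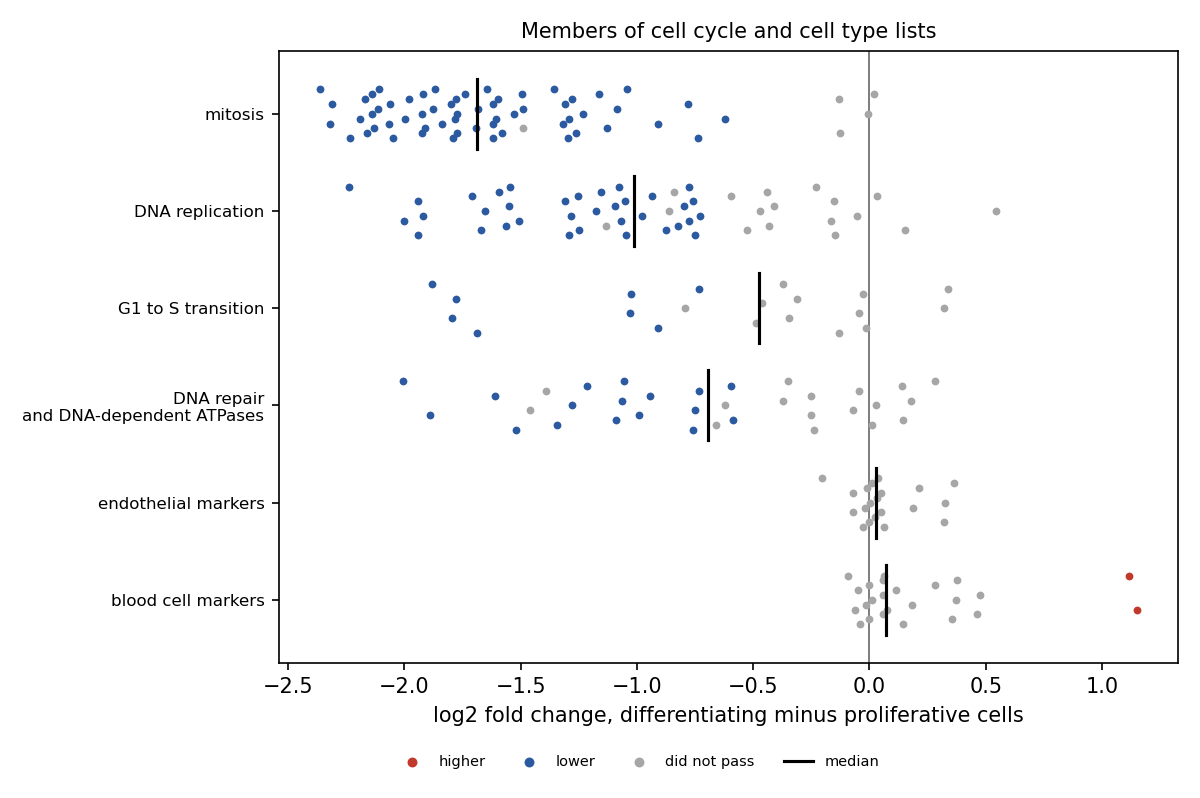
Log2 fold change (horizontal axis, differentiating minus proliferative cells) of each measured member of 6 gene lists, 1 point per gene, colored by whether it was higher, lower or did not pass at an adjusted p of 0.05, with a bar at the list's median. The genes of mitosis lie furthest to the left (median -1.69), and the endothelial markers, which are dim, center near 0.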

Down-regulated genes (n = 2066 probes, corresponding to 1772 hg19-annotated genes) were related to lymphoblasts and endothelial cells (Fig. 1C), and associated with *E2F4* transcriptional program (Supplementary Fig. S1E), signalling pathways involved in cell cycle progression, biological process related with DNA metabolism and replication, and molecular functions implicated in DNA dependent ATPase activity (Supplementary Fig. S1F–H). In contrast, over-expressed genes (2109 probes, corresponding to 1822 hg19-annotated genes) were highly associated with liver and foetal liver cells (Fig. 1D), and were enriched in targets of the *HNF4A* transcription program (Supplementary Fig. S1A). 

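Genes of plasma proteins that hepatocytes secrete rose together. Of 29 measured genes, 24 were higher in differentiating cells, 0 were lower and 5 did not pass (25 higher when adjusted over the list alone). Their median log2 fold change was 1.87 (camera adjusted p = 5.00e-25, adjusted p = 0.206 with an estimated correlation), and higher genes were more frequent among them than among the 20046 genes measured (adjusted p = 2.39e-26, Fisher's exact test).
Of 16 measured liver transcription factors and nuclear receptors, 6 were higher and 0 were lower (7 higher when adjusted over the list alone), with a median of 0.30 (camera adjusted p = 3.60e-06, adjusted p = 0.206 with an estimated correlation). PROX1, a homeobox factor of hepatoblasts and hepatocytes, rose by 2.71, CREB3L3, a membrane-bound factor of lipid metabolism in the liver, by 2.26, and MLXIPL, which responds to carbohydrate, by 1.71 on the log2 scale. The PROX1 call was lost in 2 of the 4 fits with 1 array left out (adjusted p 0.0215 to 0.0604), and its rise is a lower bound, as its probe lay near the floor of the scale in proliferative cells.
Of 20 measured markers of fetal liver and progenitor cells, 0 passed the test in limma in either direction, and also 0 when adjusted over the list alone (1 higher and 2 lower at an unadjusted p under 0.05), and the shift of the list against other genes had an adjusted p of 0.643 (camera), while fry, which tests a list against no change, gave a downward shift (adjusted p = 0.0275). Their median was 0.00 and their mean -0.04, with opposite signs before rounding. Their median intensity of 5.03 lies near the floor of the scale, so that a fall could hardly be seen in many of them. This list is not the gene set behind Fig. 1D and does not test its association.

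**Figure D2:**
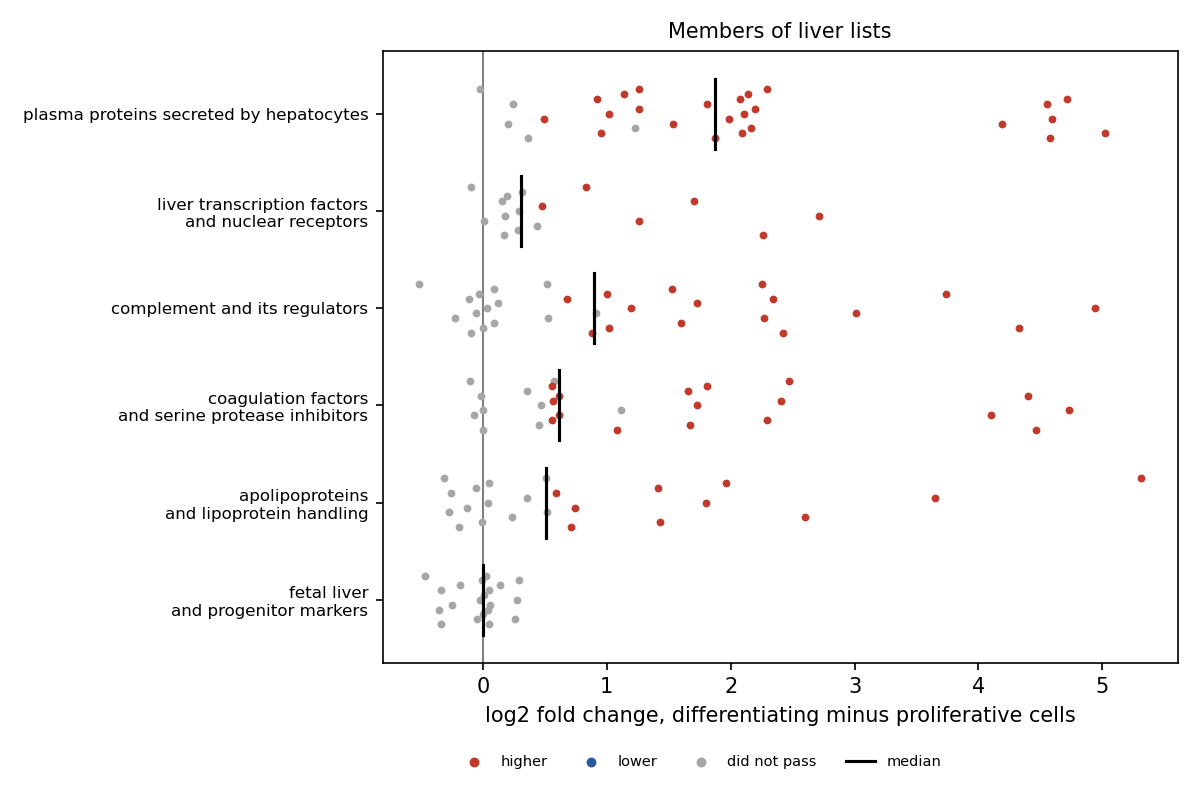
Log2 fold change (horizontal axis, differentiating minus proliferative cells) of each measured member of 6 gene lists of the liver, 1 point per gene, colored by whether it was higher, lower or did not pass at an adjusted p of 0.05, with a bar at the list's median. The plasma protein genes have the highest median (1.87), and the fetal liver and progenitor markers center near 0.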

Pathways and ontologies related with over-expressed genes included biological oxidation and metabolism (fatty acids, regulation of lipids, and triglyceride homeostasis, oxidoreductase, and endopeptidase and alcohol dehydrogenase activities) (Supplementary Fig. S1B–D). 

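Some of the enzymes that oxidize and conjugate foreign compounds rose after 1 week, while most of those measured did not pass the test. Of 28 measured phase I oxidation enzymes, 10 were higher and 1 was lower (13 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.13 (camera adjusted p = 1.89e-04, adjusted p = 0.254 with an estimated correlation). The cytochromes P450 CYP2C8, CYP3A7 and CYP4A11 rose by 3.49, 2.85 and 2.19, and CYP1B1, a cytochrome P450 expressed mainly outside the liver, fell by 0.66 on the log2 scale. Of 35 phase II conjugation enzymes, 15 were higher and 0 were lower (15 higher and 1 lower when adjusted over the list alone), with a median of 0.25 (camera adjusted p = 1.99e-07, adjusted p = 0.206 with an estimated correlation). The glucuronosyltransferases UGT2B17 (4.21) and UGT2A3 (3.17) and the sulfotransferase SULT2A1 (3.98) led this group, although the order is not established, as UGT2B17 started near the floor of the scale, and 2 of the 4 probes of UGT2B17 and 1 of the 2 probes of UGT2A3 did not pass.
Some genes of lipid metabolism rose as well. Of 30 genes of fatty acid oxidation, 7 were higher and 0 were lower (14 higher when adjusted over the list alone), with a median of 0.30 (camera adjusted p = 9.81e-06), and the acyl-CoA enzymes ACSM3, ACAD11 and ACSM5 were at 1.68, 1.36 and 1.18, with 1 of 3 probes of ACSM3 and 3 of 5 probes of ACSM5 not passing. Of 26 genes of fatty acid and triglyceride synthesis and storage, 7 were higher and 0 were lower (12 higher and 2 lower when adjusted over the list alone), with a median of 0.28 (camera adjusted p = 2.71e-04). They included CIDEB, a lipid droplet protein (1.55), ANGPTL4, an inhibitor of lipoprotein lipase (0.96), and DGAT2, which makes triglycerides (0.92). The other 2 probes of ANGPTL4 did not pass, and the mean of its 3 probes gave 0.45 (adjusted p = 0.0721). Of 18 genes of cholesterol synthesis, 3 were higher and 0 were lower (9 higher when adjusted over the list alone), with a median of 0.34 (camera adjusted p = 9.84e-04): the sterol enzymes SC5D (0.99), TM7SF2 (0.79) and CYP51A1 (0.68). Of 23 genes of apolipoproteins and lipoprotein handling, 10 were higher and 0 were lower (12 higher when adjusted over the list alone), with a median of 0.51 (camera adjusted p = 1.32e-05). MTTP, which loads lipid onto apolipoprotein B, rose by 3.65 and APOC3, an inhibitor of triglyceride clearance, by 2.60. Each of these 4 lipid lists had an adjusted p = 0.206 with an estimated correlation.
Of 29 alcohol and aldehyde dehydrogenases and related oxidoreductases, 13 were higher and 3 were lower, the same when adjusted over the list alone, with a median of 0.30 (camera adjusted p = 1.50e-05, adjusted p = 0.206 with an estimated correlation). ADH4 and ADH1B rose by 2.91 and 2.76, while the aldehyde dehydrogenases ALDH1A3 (-1.07), ALDH3B1 (-0.79) and ALDH3A1 (-0.72) were lower.
Of 30 genes of complement and its regulators, 16 were higher and 0 were lower (19 higher when adjusted over the list alone), with a median of 0.90 (camera adjusted p = 8.65e-11, adjusted p = 0.206 with an estimated correlation). Among them, C4BPA, which restrains the complement cascade, rose by 4.33 and CFHR2 by 3.74. Of 27 coagulation factors and serine protease inhibitors, 17 were higher and 0 were lower (20 higher when adjusted over the list alone), with a median of 0.62 (camera adjusted p = 1.20e-14, adjusted p = 0.211 with an estimated correlation). CPB2, a carboxypeptidase that slows clot lysis, rose by 4.46 and SERPINC1, the thrombin inhibitor antithrombin, by 4.40. CYP2C8, UGT2B17, DGAT2, MTTP, ADH4, ADH1B and SERPINC1 lay below the array median in proliferative cells, so that their rises are lower bounds. With any 1 array left out, the calls of ACSM5, ANGPTL4, DGAT2, TM7SF2, CYP51A1, CYP1B1, ALDH3B1 and ALDH3A1 were lost, and those of CYP4A11, SULT2A1, ACSM3, ACAD11, SC5D, MTTP, APOC3, ALDH1A3 and CFHR2 were lost with at least 1 of the arrays left out.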

We assessed expression levels of hepatocyte markers over-expressed in transcriptome data and validated the overexpression of *HNF4A* P1 isoforms, *GSTA*, and *ALDOB* (Fig. 1E–H; analysed regions for *HNF4A* P1 are shown in Supplementary Fig. S2).

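GSTA genes, which encode alpha-class glutathione transferases of hepatocytes, were higher in differentiating cells for 3 of 5 members. GSTA1 went from a log2 intensity of 11.77 ± 0.04 to 13.44 ± 0.20 (SD, n = 2 cultures each), a log2 fold change of 1.67 (standard error 0.122, adjusted p = 0.0076 from limma). GSTA2 rose from 10.89 ± 0.27 to 12.82 ± 0.10, a log2 fold change of 1.93 (standard error 0.151, adjusted p = 0.00869). GSTA5 rose from 6.38 ± 0.13 to 8.69 ± 0.28, by 2.30 on the log2 scale (adjusted p = 0.00697). GSTA3 had a log2 fold change of 0.25 (adjusted p = 0.301) and GSTA4 one of 0.34 (adjusted p = 0.223). ALB, the gene of albumin, was near the top of the scale in both conditions, with 13.85 ± 0.05 in proliferative and 14.35 ± 0.05 in differentiating cells (SD, n = 2), a log2 fold change of 0.49 (standard error 0.0866, adjusted p = 0.046). A second ALB probe, less bright over the 4 arrays, gave 1.20 (adjusted p = 0.0141). It reached 14.54 in differentiating cells, also near the top, so that both rises may be lower bounds. The other probes of GSTA1 (2.02 and 1.86) and of GSTA2 (2.44 and 2.43) rose further than the brightest ones. GSTA genes are close in sequence, so that their probes may read more than 1 of them. The ALB call of the brighter probe was lost with any 1 array left out (adjusted p 0.114 to 0.178), and that of GSTA2 in 1 of these 4 fits (adjusted p = 0.0798).

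**Figure D3:**
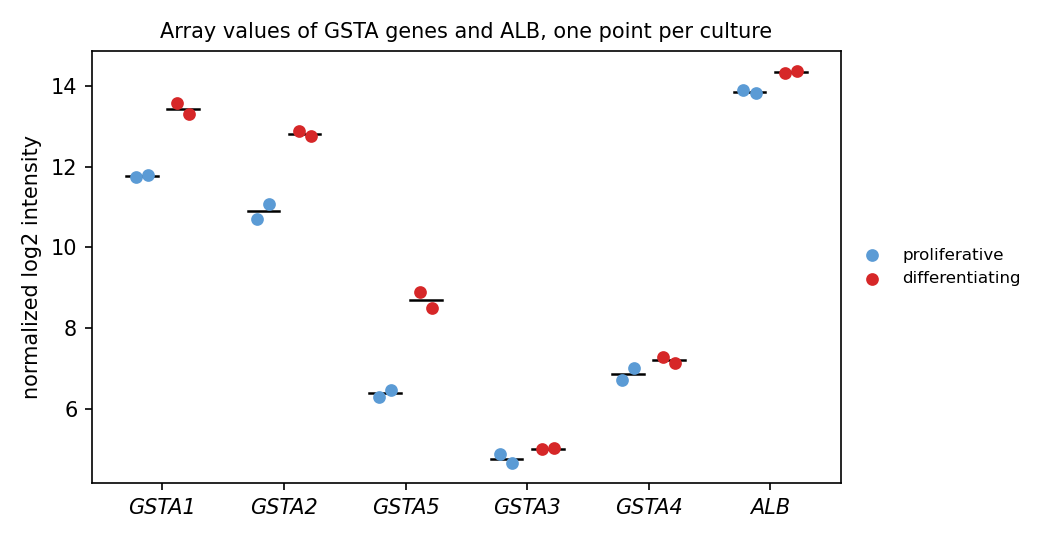
Normalized log2 intensity (vertical axis) of 5 GSTA genes and ALB in 2 proliferative and 2 differentiating cultures, 1 point per culture, with a line at each mean. Both differentiating cultures lie above both proliferative cultures for all 6 genes, by the most for GSTA1, GSTA2 and GSTA5, and ALB lies near 14 in both conditions.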

**Figure 1:**
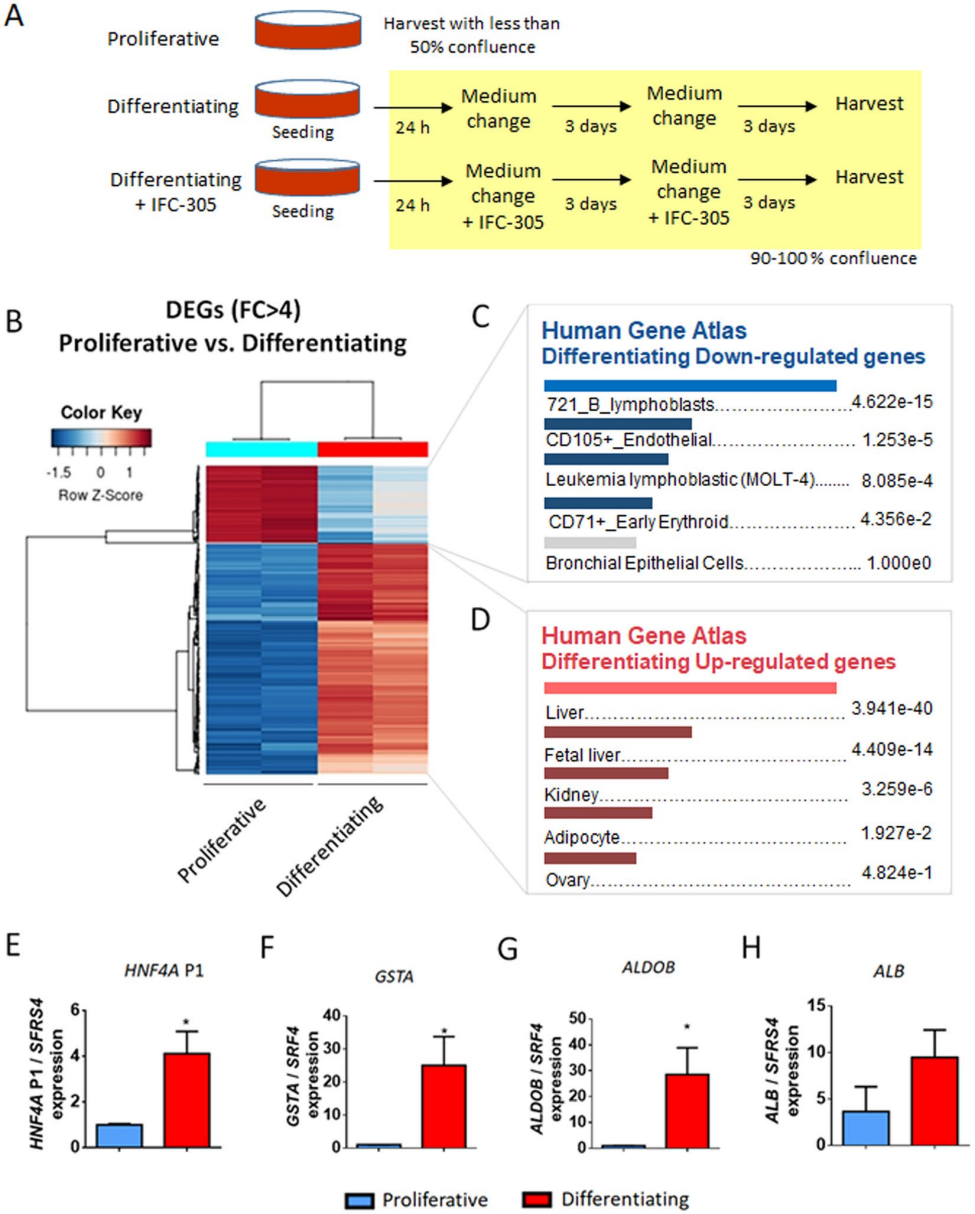
Liver transcription program is expressed in HepaRG cells at one week of differentiation. (**A**) HepaRG differentiation model. For proliferative (progenitor) condition, cells were seeded and trypsinized before reaching 50% confluence; for differentiating conditions, cells were seeded at 70–80% confluence in order to reach 100% confluence 24 h after seeding. (**B**) Transcriptome was analyzed in both conditions. Heatmap represents differentially expressed genes (DEGs) with fold change greater than four. Cell/tissues types associated with genes down-regulated (**C**) and up-regulated (**D**) in differentiating cells (EnrichR), adjusted p-values are shown. (**E–H**) Expression of hepatocyte markers was validated by RT-qPCR, data represent mean ± SEM 3 independent cultures/condition; *Statistical difference (p < 0.05).

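Among the differentially expressed probes, 203 changed by more than a fold change of 4. Of these, 153 were higher and 50 were lower in differentiating cells. Beyond a fold change of 2 the numbers were 536 and 426. The number of lower probes beyond a fold change of 4 was between 7 and 96 with 1 array left out.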

Altogether, these results indicate that after one week of differentiation, HepaRG cells have turned on a hepatocyte-like expression program, while proliferative related genes become progressively silenced.

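Genes that hold back the cell cycle did not rise as a group while genes of division fell. Of 18 measured brakes on the cell cycle, 1 was higher and 2 were lower (5 higher and 4 lower when adjusted over the list alone), and the shift of the list had an adjusted p of 0.687. GADD45B, a stress-induced growth arrest gene, rose by 0.90 on the log2 scale (adjusted p = 0.0348). CDKN3, a phosphatase of cyclin-dependent kinases, fell by 2.01 (adjusted p = 0.0156) and the kinase inhibitor CDKN2D by 1.00 (adjusted p = 0.0185). Of 11 housekeeping genes, 1 was higher, the membrane protein REEP5 at 0.53, and 0 were lower (1 higher and 1 lower when adjusted over the list alone). RAB7A, a housekeeping gene of vesicle traffic, had a log2 fold change of 0.18 (adjusted p = 0.407). With any 1 array left out, the calls of GADD45B, CDKN2D and REEP5 were lost, and that of CDKN3 was lost in 3 of these 4 fits. A second probe of CDKN2D did not pass.
From the association of up-regulated genes with liver and their metabolic pathways, and of down-regulated genes with the cell cycle, the paper concludes that HepaRG cells at this stage express a program like that of hepatocytes and that genes of proliferation are being silenced.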

### Early HepaRG differentiation is associated with a global increase in 5hmC

Considering that at one week of HepaRG differentiation there is TET1-mediated 5hmC enrichment on *HNF4A* promoter P1^26^ and the transcriptome already reflects a hepatocyte-like profile, we chose this time point to assess 5hmC levels of the HepaRG cell line compared to its proliferative state. Immunostaining against 5hmC reveals the presence of this modified cytosine in differentiating cells, in contrast with its almost complete absence in proliferative HepaRG cells (Fig. 2A and Supplementary Fig. S3).

**Figure 2:**
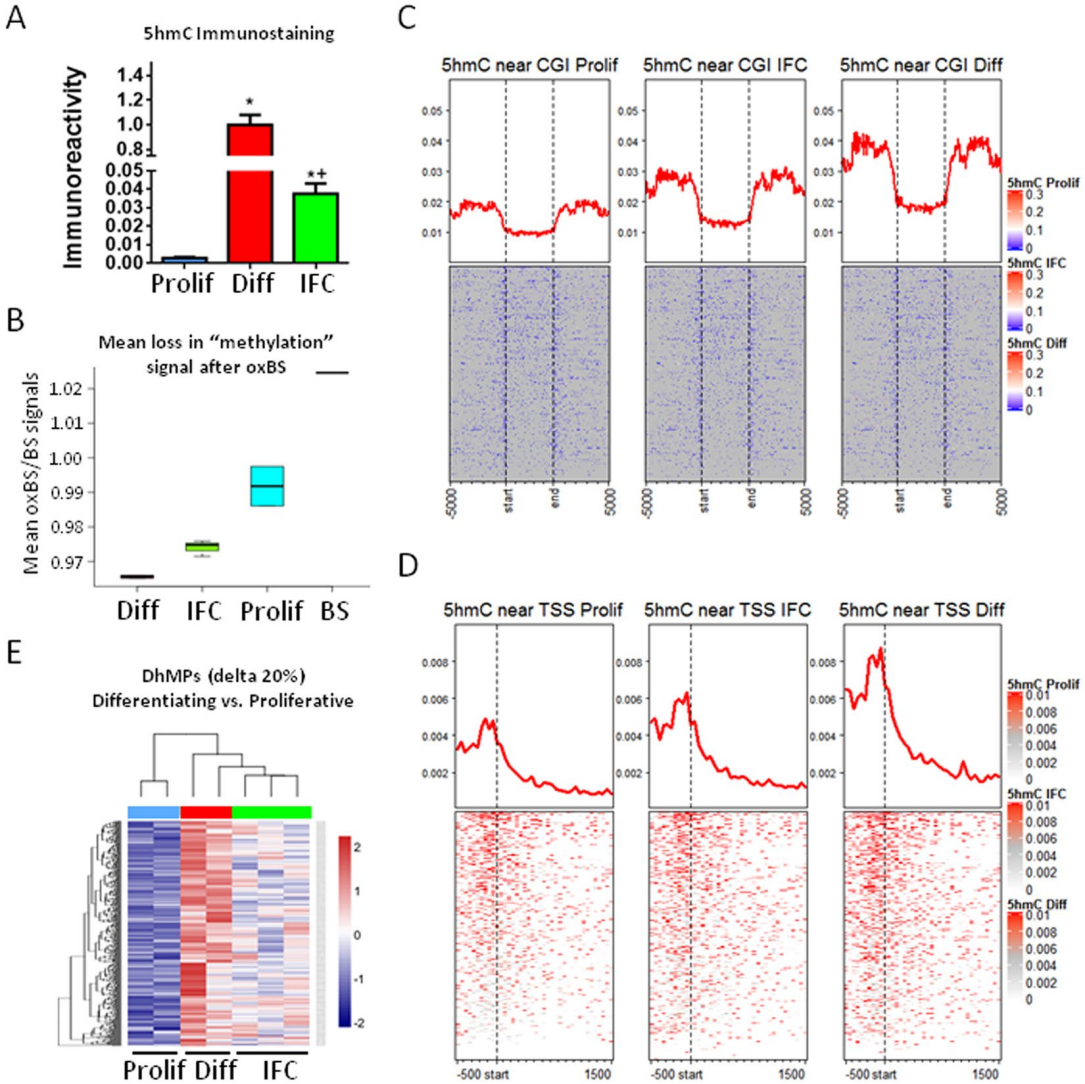
5hmC genome-wide enrichment during hepatocyte differentiation. (**A**) Immunofluorescence of 5hmC in proliferative (Prolif), differentiating (Diff) and differentiating + IFC-305 (IFC) HepaRG cells. Quantification barplots of 5hmC signal are based on mean ± SEM from 3 fields per group. *Statistical difference (p < 0.05) compared with proliferative, or *^+^(p < 0.05) compared with proliferative and differentiating cells. (**B**) The same conditions were assessed for base-resolution 5mC/5hmC, using BS and OxBS followed by EPIC beadarray hybridization (see Methods). Proportion of signal loss after oxidation (mean oxBS signal / mean BS signal) was used as an estimation of global 5hmC in each condition. BS represents the variation between two BS technical replicates. Global distribution of 5hmC for one representative sample of each condition, according to CpG islands (CGI) (**C**) and transcription start sites (TSS) (**D**). In both cases, 5hmC levels are averaged across all hg19-annotated genomic regions. (**E**) Heatmap showing hydroxymethylome comparison between differentiating and proliferative cells. Differentially hydroxymethylated positions (DhMPs) were filtered by the magnitude of change in methylation (delta beta) of at least 20% and p-adjusted value <0.05. Two independent cultures were used for proliferative and differentiating cells, and three independent cultures for differentiating + 1 mM IFC-305.

Next, we assessed the hydroxymethylome at base resolution using oxidative bisulfite, which allows the identification of 5mC through the oxidation of 5hmC to 5-formylcytosine (5fC) with KO_4_Ru^35^. To this end, we isolated DNA from proliferative and differentiating HepaRG cells and performed oxidative and conventional bisulfite conversion (oxBS and BS, respectively), followed by hybridization on Infinium EPIC arrays. Using only oxBS signal (which corresponds to the “real” 5mC content), we observed the expected distribution of 5mC in CpG islands (CGIs) and transcription start sites (TSS) (Supplementary Fig. S4). Although no global 5mC differences were evident between conditions, we identified 3351 differential methylated positions (DMPs) displaying lower methylation after one week of differentiation (Supplementary Fig. S5A).

Roughly, a loss of signal after oxBS relative to conventional BS indicates the presence of 5hmC. While analysis of genomic data showed almost no signal loss between oxBS and BS in proliferative cells, a significant global loss was evident in differentiating cells suggesting a global gain in 5hmC during the first week of differentiation (Fig. 2B). Such gain in 5hmC was consistent, regardless of relative location across CGIs and TSS (Fig. 2C,D).

Next, we studied 5hmC by directly comparing oxBS and BS data. While no significant differences were observed in proliferative cells, we identified a gain of 5hmC at 11766 sites in differentiating cells, defined by a significant reduction of methylation signal after oxBS of at least 10% (5hmC “peaks”). Differential hydroxymethylation performed at these sites revealed 6952 differentially hydroxymethylated positions (DhMPs) between proliferative and differentiating cells (Fig. 2E). In addition, we identified 2482 differentially hydroxymethylated regions (DhMRs). Among these, a 3-CpGs region on *HNF4A* was identified as well as a 21-CpGs region, a 5-CpGs region and two 3-CpGs regions on *IDH3G, TET1* and *TET3* genes, respectively (these *loci* can be seen in the accompanying UCSC Genome Browser URL session^36^). All of these genes are involved themselves in establishment of 5hmC.

Together, these results show that while 5hmC is poorly present at the HepaRG progenitor stage, it is enriched at multiple genomic locations upon entering hepatocyte differentiation.

### Genomic and functional context of differentially hydroxymethylated sites associated with early hepatocyte differentiation

In order to know whether there is a relationship between 5hmC enrichment and gene expression, we compared the nearest associated gene of DhMPs with DEGs associated with one week of differentiation (described above). Out of 6952 DhMP-associated genes, 522 and 482 fall near an up- or a down-regulated DEG, respectively (Fig. 3A). DhMPs associated with increased gene expression were related with liver and foetal liver cell types, and enriched in pathways involved in androgen receptor (*AR)* and Nuclear Factor Erythroid 2-Related Factor 2 (*NFE2L2*) transcription programs as well as part of metabolism signalling pathways (Supplementary Fig. S6A–C). DhMPs associated with down-regulated genes, were related with B lymphoblasts and enriched in pathways involved in cell cycle control, such as the *E2F4* transcription program (Supplementary Fig. S6D–F).

**Figure 3:**
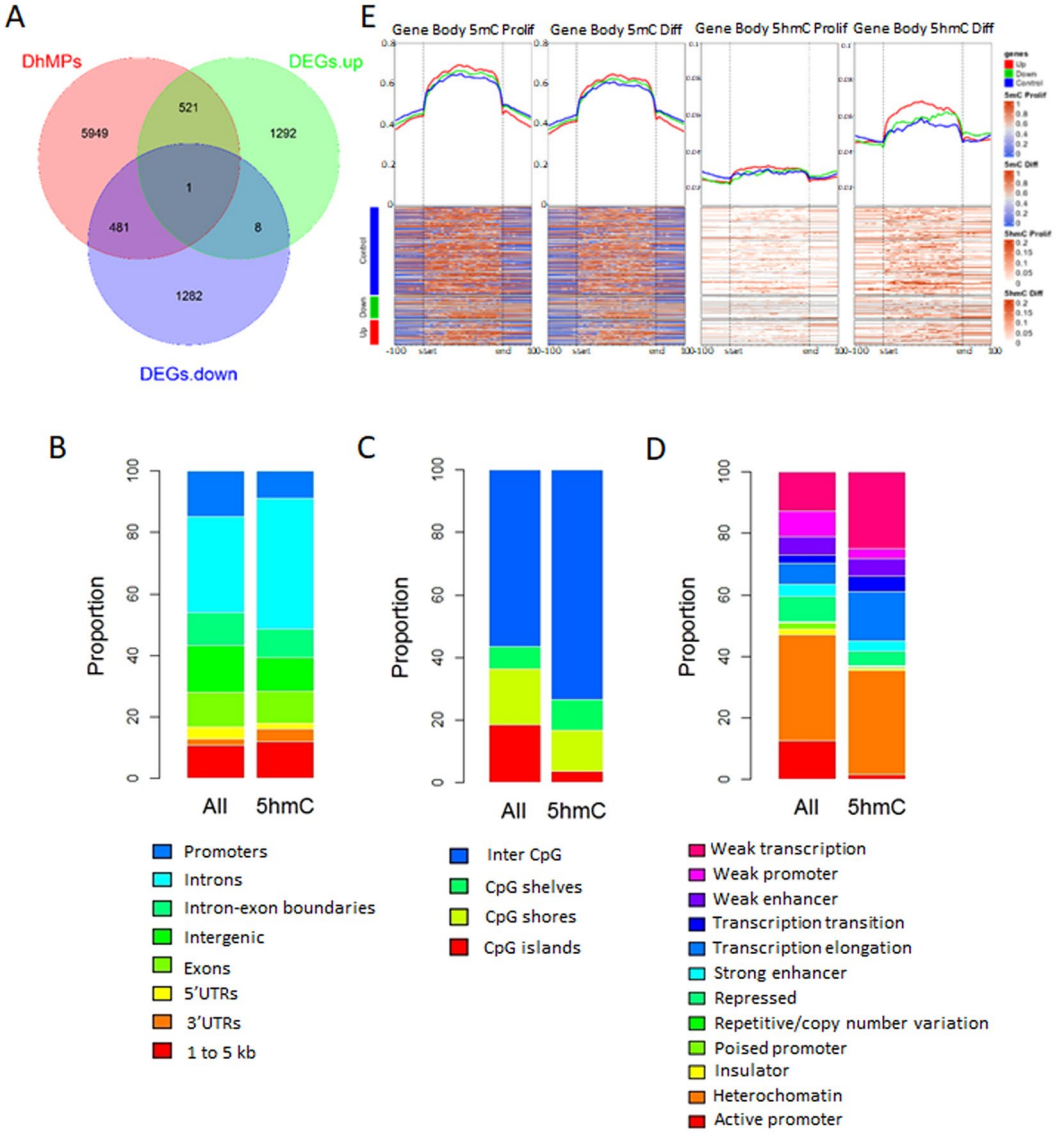
Association between 5hmC and differential expression. (**A**) Venn diagram representation of the overlaps between 5hmC differentiated positions (DhMPs) and differential expressed genes (DEGs). For this analysis, DhMPs were annotated to its nearest gene. 5hmC levels are averaged across all hg19-annotated genomic regions, in turn divided into control, up-regulated, or down-regulated genes. DhMPs were also annotated according to gene features (**B**), distribution according to CGIs (**C**), and HepG2 chromatin states (ChromHMM) (**D**). For each genomic context, distribution is shown separately for all DhMPs, and all EPIC beadarray probes, as a control. (**E**) Metagene heatmaps showing the distribution of 5mC (two left panels) and 5hmC (two right panels) in proliferative and one-week differentiated HepaRG cells. All panels show the average distribution of 5mC/5hmC values in the bodies of genes known to be up- (red) or down- (green) regulated after one week of differentiation. Housekeeping genes that did not display any significant change are shown in blue. Two independent cultures were used for proliferative and differentiating cells.

In order to explore a less evident role of 5hmC enrichment on gene expression, we compared the distribution of DhMPs relative to different genomic annotations. DhMPs were enriched in intronic regions, and depleted from promoters and CGIs (Fig. 3B,C). In addition, when we assessed genomic annotated features of liver HepG2 cells, we found an over-representation of DhMPs in weak transcription and transcription elongation loci (Fig. 3D). Next, we mapped 5mC and 5hmC at gene bodies in proliferative and one-week differentiating HepaRG cells. Interestingly, 5mC content was higher in upregulated genes even at the proliferative level, with an overall reduction after triggering differentiation (Fig. 3E). Moreover, we found an overall increase in 5hmC. Despite the lower levels of 5hmC, the increase in 5hmC is more evident in the subset of upregulated genes after one-week of differentiation (Fig. 3E). When we focused on gene bodies, rather than the entire genes, there was a significant increase of 5hmC from Proliferative (2.2%) to one week Differentiating cells (4.1%); p-value < 0.01; and from one week Differentiating cells to IFC (3.5%); p-value < 0.01. Notably, the aforementioned increase was significantly higher at gene bodies with upregulated gene expression (p-value = 0.01252) compared to downregulation.

Besides the significant increase of 5hmC, we also detected a low magnitude reduction of 5mC at the corresponding gene bodies as follows: from Proliferative (51.7%) to one week Differentiating cells (49.1%); p-value < 0.01, and from one week Differentiating cells to IFC (50.5%); p-value < 0.01.

In summary, these results show that only 14% of 5hmC enrichment during HepaRG differentiation can be directly associated with gene expression changes at the neighbouring genomic location. However, 5hmC content is overall higher at the gene bodies of upregulated genes, in line with other base-resolution analyses of the association between gene expression and 5hmC [reviewed in^37^].

### Adenosine derivative exposure and TET inhibition impair hepatocyte-like differentiation

Considering the genome-wide increase in 5hmC upon early HepaRG differentiation, we evaluated if a metabolic stimulation of *trans-*methylation reactions could impact on 5hmC levels, triggering a modification of the hepatocyte differentiation process. To assess this question, we used a previously described adenosine derivative, IFC-305, which is able to regulate metabolic fluxes, favouring SAM availability and modulating DNA methylation dynamics *in vivo*^28^.

Firstly, we evaluated HepaRG cell viability in response to IFC-305 exposure and we found that viability was not affected at concentrations of up to 1 mM for one week of differentiation (Supplementary Fig. S7). Next, we analysed the expression of hepatocyte markers in response to different concentrations of IFC-305 and noticed that 1 mM triggered lower values of *ALDOB* and *GSTA* in comparison with non-treated differentiating cells (Fig. 4A). Albumin expression did not change, neither on differentiating non-treated cells nor after IFC-305 treatment, except for a reduction in expression levels with 5 mM IFC-305 (Fig. 4A) compared with proliferative cells. Regarding *HNF4A* isoforms regulated by P1 gene promoter, its expression showed the same increment with 0.2 and 1 mM IFC-305 and non-treated differentiating cells, while a concentration of 5 mM induced an over-expression of these isoforms compared with differentiating and proliferative cells (Fig. 4B). On the other hand, *HNF4A* isoforms regulated by P2 gene promoter increased its expression with 0.2 and 1 mM IFC-305 on differentiating cells in comparison with proliferative cells (Fig. 4B). At the protein level, 1 mM IFC-305 was associated with a reduced HNF4α nuclear immunoreactivity signal in differentiating cells compared with non-treated differentiating ones (Supplementary Fig. S8).

**Figure 4:**
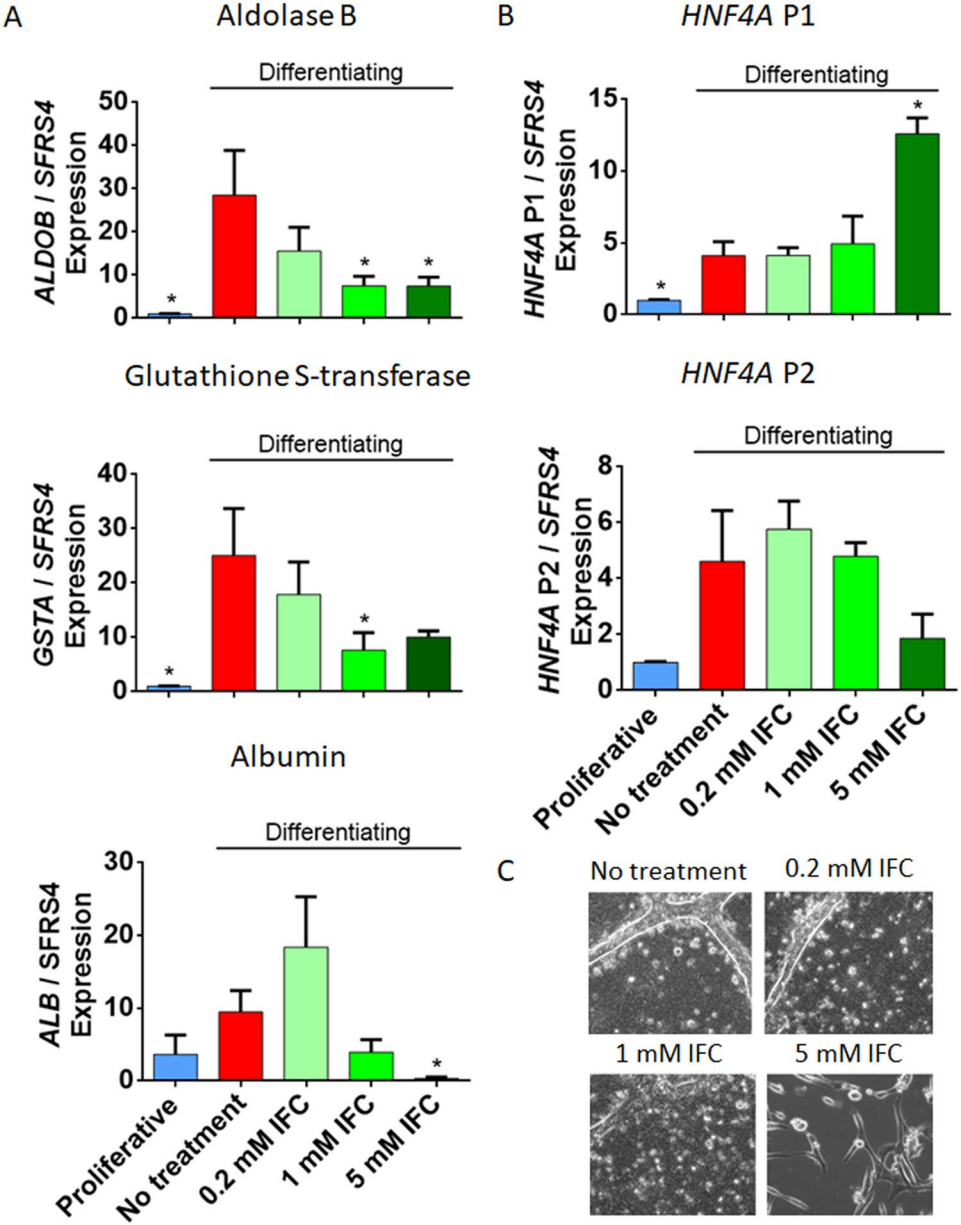
Impaired hepatocyte marker expression upon adenosine derivative exposure. (**A**) Expression of hepatocyte markers was assessed by RT-qPCR, data represent mean ± SEM 3 independent cultures/condition. (**B**) Expression of isoforms from *HNF4A* promoters 1 and 2 was assessed by RT-qPCR, data represent mean ± SEM 3 independent cultures/condition. (**C**) Phase contrast images showing HepaRG differentiated phenotype after 20 days of exposure to an increasing gradient of IFC-305. Representative 20x magnification images from seven independent cultures are shown. *Statistical difference (p < 0.05) when compared with differentiating non-treated cells.

This pattern of expression of hepatocyte markers suggests that HepaRG exposure to IFC-305 impairs hepatocyte differentiation. Exploring this possibility, we extended the differentiation model to a longer period (20 days). At 13 days, differentiating non treated cells show hepatocyte-like cell morphology, emergence of small polygonal cells with increased granularity and organized in well-delineated trabeculae, separated by bright canaliculi-like structures (Supplementary Fig. S9). IFC-305 delays this phenotype in a concentration-dependent manner, with 1 mM IFC-305 treated cells showing a phenotypic delay of at least one week, and 5 mM IFC-305 retaining a proliferative-like phenotype up to day 20 of differentiation (Fig. 4C and Supplementary Fig. S9). Such phenotypic variation, reduced levels of hepatocyte markers (e.g. *HNF4A* isoforms regulated by P1 gene promoter, *ALDOB* and *GSTA)*, an increased expression of *HNF4A* isoforms regulated by P2 gene promoter, and a trend of *TET1* expression reduction (Supplementary Fig. S10A), suggest that IFC-305 is able to delay hepatocyte differentiation.

With the interest to know if differentiation is regulated by acquisition of 5hmC at one week of HepaRG cell differentiation, we evaluated effects of chemical and transcriptional TETs inhibitors at concentrations that do not affect cell viability. HepaRG cells were exposed to dimethyloxalylglycine (DMOG), a cell-penetrating derivative of N-Oxalylglycine (NOG) that inhibits Fe^2+^/2-OG dependent dioxygenases such as TET enzymes^38^ or transfected with a pool siRNA against *TET1* and *TET2*. 200 μM DMOG is able to reduce *TET1* expression when compared to non-treated cells (Supplementary Fig. S10A). A similar behavior is observed for siTETs, as expected. Therefore, both chemical and transcriptional TETs inhibitors reduce expression of *TET1* at one week of HepaRG differentiation. In both conditions (200 μM DMOG and siTETs) the expression of the master regulator of hepatocyte differentiation *HNF4A* P1 is reduced, compared to non-treated cells and siCTRL respectively (Supplementary Fig. S10C). This indicates that specific inhibition of *TET1* reduced the expected levels of *HNF4A* P1 expression at one week of differentiation. Previously we demonstrated that this reduction of *HNF4A* P1 correlated with 5hmC absence on P1 promoter^26^. Together these results suggest that interference with *TET*s expression levels alters the regulation of hepatocyte transcription program from the *HNF4A locus*.

Analysis of hepatocyte expression markers indicates that 200 μM DMOG exhibits similar behavior to IFC-305: it strongly reduces the expression of *ALDOB, GSTA*, and *ALB*. Meanwhile, siTETs increased the expression of *ALDOB*, showed a similar trend in *GSTA*, and did not induce changes in *ALB* expression levels (Supplementary Fig. S10E–G). No phenotypic effect was observed with neither of the two treatments (DMOG and siTETs) at one week of HepaRG differentiation (Supplementary Fig. S10H–J). Therefore, both TET inhibitors affect in different way hepatocyte expression markers at one week of HepaRG cell differentiation.

Despite the limitation of lacking specificity against TETs, we chose the nucleoside analogue IFC-305 for further experiments, as it represents a way to counteract the methyl-donor depletion that may occur in several pathological conditions as cirrhosis^28^ and HCC^39^, properties that support it as a non-toxic compound for the liver.

### Disruption of the metabolic environment by adenosine derivative modifies the 5hmC landscape during hepatocyte-like differentiation

Proliferative HepaRG cells were exposed to 1 mM IFC-305 in differentiating conditions during one week. Under these conditions, 5mC reduction and 5hmC accumulation are impaired, as assessed by IF and global oxBS and BS analyses (Fig. 2A,B, Supplementary Fig. S5B). Similarly, only a fraction of differentiation-related DhMPs are detected in presence of IFC-305 using base-resolution methylation bead arrays (Fig. 2E). As described above, there is a shift in 5hmC during HepaRG differentiation, particularly evident on the bodies of upregulated genes (Fig. 5A, left panel). In contrast, cells grown under IFC-305 exposure displayed a milder 5hmC accumulation (Fig. 5A, right panel). Despite this attenuated phenotype, differential hydroxymethylation was identified at 8460 gene associated CpGs sites (Fig. 5B), and 1890 regions, relative to proliferative cells. Comparing these genes with up-regulated DEGs in differentiating cells, we found an overlap of 173 genes which are associated with liver expression, according to the ARCHS4 Tissues data base (Supplementary Fig. S11).

**Figure 5:**
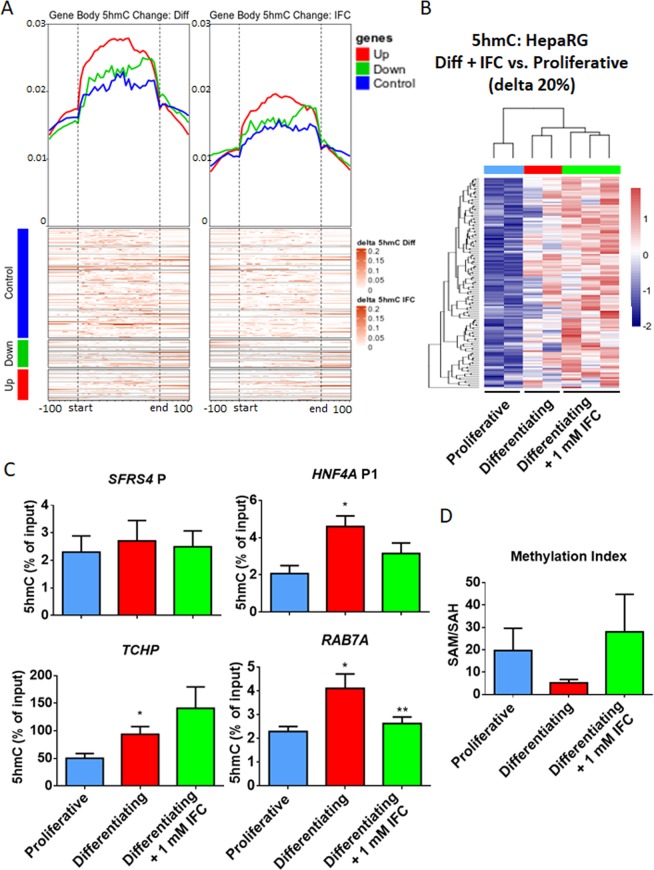
Reduced 5hmC enrichment under methyl-donor perturbation. 5hmC in proliferative, differentiating and differentiating + IFC-305 HepaRG cells, as assessed using BS and OxBS followed by EPIC beadarray hybridization (see methods and Fig. 2). (**A**) Metagene heatmaps showing the shift of 5hmC content upon one week of HepaRG differentiation in control conditions (left panel) or after exposure to the adenosine derivative IFC-305 (right panel). The increase in 5hmC content is plotted separately for the bodies of genes known to be up- (red) or down- (green) regulated after one week of differentiation. Housekeeping genes that did not display any significant change are shown in blue. (**B**) Heatmap showing hydroxymethylome comparison between differentiating + IFC-305 and proliferative cells. Differentially hydroxymethylated positions (DhMPs) were filtered by the magnitude of change in methylation (delta beta) of at least 20% and p-adjusted value < 0.05. Two independent cultures were used for proliferative and differentiating cells, and three independent cultures for differentiating + 1 mM IFC-305. (**C**) Validation of 5hmC changes. 5hmC enrichment was assessed by hMeDIP and qPCR; *SFRS4* gene promoter was used as non-5hmC enriched control region, *HNF4A* promoter P1 was used as one week differentiation 5hmC enrichment positive control, data represent mean ± SEM 3 independent cultures/condition; *Statistical difference (p < 0.05) compared with proliferative cells. **Statistical difference (p < 0.05) compared with differentiating cells. (**D**) Content of S-adenosylhomocysteine (SAH) and S-adenosylmethionine (SAM) was assessed using HPLC in different experimental conditions and samples added with standards. Barplots indicate the methylation index, calculated as the SAM/SAH ratio, mean ± SEM from 4 cultures/condition.

In order to validate the increase in 5hmC through the differentiation process, we performed hydroxymethylated DNA immunoprecipitation assays (hMeDIP) on selected regions with the highest 5hmC increase. We assessed two different regions in the vicinity of *TCHP* and *RAB7A*. Furthermore, we evaluated the region where a switch in 5mC/5hmC on *HNF4A* P1 occurs, using *SFRS4* promoter as a control region (Supplementary Fig. S2). We could observe a constant level of 5hmC on *SFRS4* promoter in proliferative and differentiating cells (Fig. 5C). *HNF4A* P1 showed an increase in 5hmC content at one week of differentiation, as previously shown^26^, and such increase was affected by IFC-305 exposure. A similar behaviour was found in *TCHP* and *RAB7A loci* (Fig. 5C).

Next we asked how an adenosine derivative is able to disturb 5hmC levels triggering a differentiation delay on hepatocytes. To address this question we evaluated several components of the methionine cycle, which is the metabolic pathway responsible for biological *trans*-methylation reactions^40^. Such reactions, including DNA methylation, could be modified by SAM availability as well as SAH levels^41,42^. We previously showed that adenosine as well as IFC-305 are able to modulate SAM levels, favouring phospholipid methylation^6^ and restoring global DNA methylation and 5hmC levels in a CCl_4_-mediated cirrhosis model^28^. With this rationale, we evaluated the content of adenosine, SAM and SAH, using HPLC (Supplementary Fig. S12). A trend to reduced SAM levels was observed in differentiating cells compared with proliferative (Supplementary Fig. S12A,B,E), which was consistent with global 5mC reduction at one week of HepaRG differentiation (Supplementary Fig. S5A), with a non-significant trend to increase in SAH levels (Supplementary Fig. S12A,B,F). Methylation index (SAM/SAH ratio) derived from these data, was lower and less variable in differentiating cells (Fig. 5D). Higher and dispersed methylation index was observed in proliferative and IFC-305 exposed cells, this last correlates with an IFC-305-mediated significant increase in SAM level (Supplementary Fig. 12E), as well as with high 5mC abundance genome wide (Supplementary Fig. S5A). Adenosine content was higher in differentiating compared to proliferative cells, with the highest levels observed in differentiating + 1 mM IFC-305 cells (Supplementary Fig. S12A–C,G; standard chromatogram is shown in Supplementary Fig. S12D) which is understandable, since IFC-305 is an adenosine derivative.

These results suggest that IFC-305 generates a methylation environment which competes with the demethylation wave observed during hepatocyte differentiation, with the consequent reduction in 5hmC enrichment.

In order to determine if adenosine derivative effects could be attributed to increased SAM levels, we exposed HepaRG cells during one week of differentiation to 1 mM SAM. A reduction in cell number was observed over time (Supplementary Fig. S14A) mainly on the culture periphery. There was an over expression of *HNF4A* P1 and P2, but hepatocyte markers *ALDOB, GSTA* and *ALB* were downregulated compared with differentiating non-treated cells (Supplementary Fig. S14C). DNA methylation pathway components were also affected, being DNA methyltransferases (*DNMT1*, *DNMT3A*, *DNMT3B*) downregulated as well as transcripts corresponding to methionine adenosyltransferases enzymes (*MAT1A* and *MAT2A*) (Supplementary Fig. S14D). In terms of methylcytosine oxidation pathway components, we found an induction of the *TET1* transcript (with the same trend for *TET2*), and a reduction of isocitrate dehydrogenase enzymes transcripts (*IDH1* and *IDH2*). IDH enzymes generate α-ketoglutarate, a metabolite required for TET function and potentially linked to the impaired 5hmC enrichment observed upon SAM exposure (Supplementary Figs. S13 and S14E). Regarding IFC-305 effects, we could observe an overexpression of DNA methyltrasferases, same level of *MAT2A* transcript, we validated the subexpression of *TET1* and *TET2*, and observed an intermediate expression level of *IDH2*, compared with differentiating non-treated cells (Supplementary Fig. S14). Taken together, these results indicate that SAM exposure partially phenocopies the effect of IFC-305, in terms of reduced 5hmC enrichment and impaired acquisition of hepatocyte markers. While 5hmC reduction by adenosine derivative could be mediated by overexpression of *DNMTs* and downregulation of *TET*s, 5hmC reduction in response to SAM could also related to *IDH* dowregulation.

Broadly, these results could indicate that the metabolic state is able to influence differentiation in HepaRG cells as well as 5hmC enrichment during this process.

## Discussion

In this work, we have assessed the link between DNA methylation dynamics and the establishment of the hepatocyte transcription program after one week of HepaRG cells differentiation. We found that at one week of differentiation these cells have already triggered a hepatocyte transcriptional program, a time when there is a reduction of DNA methylation and 5hmC emerges genome-wide. While only 14% of DhMPs were associated to changes in gene expression, they were enriched in introns and depleted from promoters and CGIs. In particular, 5hmC content was overall higher at the gene bodies of upregulated genes, in line with previous studies on 5hmC distribution [reviewed in^37^]. Finally, we found that modification of metabolic environment through an adenosine derivative can reduce 5hmC enrichment associated to differentiation. This is in turn associated with reduced expression of hepatocyte markers.

Since its rediscovery in 2009^7,8^, 5hmC emerged as an intermediate of active DNA demethylation, although increasing evidence considers this modified cytosine as the “sixth base” because of its stability and its distinct functionality. Regardless of its functional meaning, 5hmC events correlate with key differentiation steps in mammal adult progenitors cells^9^. Analysis of BS and OxBS from one week differentiating HepaRG cells as well as 5hmC immunostaining (Fig. 2A,B, Supplementary Fig. S3), showed a genome-wide increase of this modified cytosine which corresponded with our previous findings on the *HNF4A P1* gene promoter^26^. This behaviour of 5hmC enrichment has been described also in tissues from every germ layer (e.g. enterocytes^43,44^, myocytes^45^, adipocytes^46,47^ and neurons^48,49^), suggesting a general process^12^.

Cell specification is accompanied by a stark transition in epigenetic landscape from a uniquely accessible state in pluripotency, to increasingly restrictive configurations in differentiated stages^50^. However, 5hmC is often related to highly expressed cell-specific genes^12,15^. This is in line with our findings of 5hmC enrichment in hepatocyte-specific transcriptional processes such as metabolic pathways, and with liver specialized functions such as synthesis of complement components, regulation of lipid metabolism, platelet degranulation and oxidoreductase activity. This suggests that 5hmC may operate in concert with mechanisms that generate a restrictive chromatin in non-hepatocyte related *loci*. Furthermore, we found DhMRs associated with *TET*s, and *IDH3G* which could be related with a 5hmC feedback loop to reinforce differentiation. In line with these findings, it has been recently described that *TET1* is regulated through DNA methylation on its own promoter^51^.

Further studies are required to assess the stability of 5hmC during hepatocyte differentiation. Of note, using oxidative bisulfite followed by quantitative methyl-specific PCR (OxBS-qMSP), we confirmed that 5hmC accumulation at the *HNF4A* P1 *locus* is transient in HepaRG cell differentiation (Supplementary Fig. S15). In a similar way, 5hmC is almost absent in that locus in terminally differentiated primary human hepatocytes (Supplementary Fig. S15). Whether a similar kinetics occurs at genome-wide level will be a subject of future analyses.

We found 5hmC enrichment in gene bodies (introns) upon differentiation, features that partially agree with a report in adult mouse liver which indicates that 5hmC is enriched in intragenic regions^12^. However, an earlier study on hepatocyte differentiation^11^ provides the closest *in vivo* model to contrast our results. In their work, they found that global 5hmC patterns were sufficient to stratify mice livers according to their age, highlighting 5hmC as an identifier of liver tissue and cell state. When we compare our list of genes differentially hydroxymethylated in HepaRG cells with those differentially hydroxymethylated during liver maturation from Thomson’s publication, we find a significant overlap of 122 genes (40% more than expected by chance using a hypergeometric test, p < 4.8e-05). Similarly, in adult healthy liver, a specific 5hmC landscape has been described, which includes a bimodal 5hmC accumulation around TSS and an increased level along gene bodies, with another peak right after transcription termination^15^. Interestingly, we noticed that the *TET3* locus might be related with distal regulatory elements, which co-localizes with an enhancer for adult liver and overlaps with H3K4me1 and H3K27ac histone mark signals in HepG2 cells, as reported on the Epigenome Road Map Consortium and ENCODE, respectively (this *loci* can be seen in the accompanying UCSC Genome Browser URL session^36^). Despite this correlation, we did not find a global overlap between intragenic 5hmC enrichment and histone marks related with enhancers (Supplementary Fig. S16).

Our finding of 5hmC enrichment during differentiation cannot be attributed to any particular cell subpopulation. It will be interesting for further projects to analyze from a single cell approach if enrichment of 5hmC at one week of HepaRG cell line differentiation correlates with expression of hepatocytes markers. In addition, a longtime problem in the field is the lack of causal evidence for a direct link between DNA methylation and gene expression. New tools of epigenetic editing may be able to provide such type of evidence, which should be the subject of future research.

In order to understand 5hmC dynamics in response to a perturbation of metabolism, we assessed the effect of an adenosine derivative (e.g. IFC-305) able to modulate SAM, 5mC and 5hmC levels during experimental cirrhosis^28^. We found that the hydroxymethylome of HepaRG cells exposed to IFC-305 presents an intermediate state between proliferative and differentiating cells (Figs. 4 and 5, Supplementary Fig. S9). This could be partially explained by the capacity of IFC-305 to increase SAM levels (Supplementary Fig. S12E). Moreover, IFC-305 influences the methylation environment through overexpression of *DNMTs* (Supplementary Fig. S14D), which favors DNA methylation. It was previously shown that IFC-305 is able to stimulate proliferating cell nuclear antigen (PCNA)^31^, which together with a complex machinery, guides DNMT1 to hemi-methylated regions for regenerating 5mC on complementary DNA strand during replication^52–57^. As such, maintaining DNA methylation through increasing DNMT1-guiding proteins, as well as stimulating cell cycle components such as CDK4, CDK6 and cyclin D1^31^, could be an alternative IFC-305 mechanism of action which explains the retention of a proliferating phenotype. On the other hand, the adenosine derivative allows a moderate expression of *TETs* (Supplementary Figs. S10A and S14E), as well as *IDH2* expression (Supplementary Fig. S14E) and enzyme activity^58^. Although 5hmC level is attenuated (Fig. 2, Supplementary Figs. S3 and S13), the modified oxidative reactions are still sufficient to allow cells to enter differentiation.

Previously, it has been shown that SAM is a key metabolite that regulates hepatocyte growth, death, and differentiation depending on its concentration. In addition, it is highly unstable with a short half-life and converts to methylthioadenosine rapidly *in vitro*^59^, molecule that mimics SAM effects but inhibits methylation and polyamine synthesis^5,59^. Due to its dual effect regulating growth and death, hepatic SAM levels need to be tightly regulated^59^. It is likely that at least part of the effect of IFC-305 exposure, including the reduced expression of hepatocyte markers, is dependent on its capacity to act as a stimulator of physiological SAM availability. In addition, we observed low expression of *DNMTs* due to SAM exposure (Supplementary Fig. S14D), in agreement with a report showning that *in vitro* SAM exposure triggers *DNMTs* downregulation^60^. From a chemical point of view it is understandable that expression of enzymes required to synthetize SAM (*MAT1A* and *MAT2A*) is decreased (Supplementary Fig. S14D) whenever there is an excess of the product they generate (e.g. SAM). On the other hand, despite a SAM-upregulation of TETs enzymes (Supplementary Fig. S14E), the lack of *IDH*s expression (Supplementary Fig. 14E) prevents the enrichment of 5hmC (Supplementary Fig. S13). Contrary to our approach where cells are exposed to a SAM-stimulating compound, a mouse model of methionine-choline-deficient diet which reduces SAM availability, did not cause a significant reduction of 5mC levels, instead inducing an up-regulation of Tet2, Tet3, thymine DNA glycosylase and apurinic/apyrimidic-endonuclease 1, and increased expression of Dnmt1 and Dnmt3a^61^. Thus, while methylation dynamics could overcome SAM deficiency, SAM increase leads to reduced 5hmC enrichment associated with a delay in differentiation (Supplementary Fig. S9).

The possibility of modulating differentiation through regulation of 5hmC represents a relevant observation. Indeed, some studies indicate that one of the early alterations in HCC is a significant decrease of global genomic 5hmC, a behaviour also observed in hepatitis B virus infection^17^, cirrhosis^28^, and during hepatic stellate cells *trans*-differentiation to myofibroblasts^62^. Altered patterns of 5hmC are not only detectable in tumour-normal tissue pairs from resections or biopsies, but also in circulating DNA from cancer patients^37^, positioning 5hmC as a potential biomarker for early cancer detection. Moreover, the possibility to modify cell identity through regulation of 5hmC distribution and levels represents an innovative pharmacological method to prevent or reverse certain pathologies.

## Conclusions

Our findings illustrate how early differentiation of liver progenitor cells involves a genome-wide increase in 5hmC. This 5hmC increase, more evident in the body of over-expressed genes, matches the activation of a liver transcriptional program at one week of differentiation. Moreover, we found that the metabolic state is an important regulator of differentiation in this context, and modification of this environment with an adenosine derivative impairs the acquisition of hepatocyte markers as well as the genome-wide enrichment of 5hmC. These results illustrate the interplay between metabolic environment and chromatin regulation on cell differentiation, linking 5hmC to the acquisition of cell identity, and opening the door to this modified cytosine as a potential biomarker for early detection of liver pathologies related with aberrant de/differentiation such as liver cancer.

## Methods

### Chemicals

Reagents were from Sigma Chemical Co. (St. Louis, MO). IFC-305 is the aspartate salt of adenosine: 2-aminosuccinic acid-2-(6-amino-9*H*-purin-9-yl)-5-(hydroxymethyl) tetrahydrofuran-3,4-diol (1:1). It was synthesized in the laboratory in agreement with UNAM patent 207422.

### HepaRG cell culture

Human HepaRG cells (Biopredic) were cultured as follows. Differentiating cells (4.4 × 10^4^/cm^2^) were grown for one week in William’s E medium (Gibco 12551-032) supplemented with 10% fetal bovine serum (Eurobio CVFSVF0001), 1x penicillin/streptomycin (Gibco 10378016), 5 μg/mL insulin (Sigma I9278) and 3 × 10^−5^ mM hydrocortisone (Sigma H0888) in 6 well plates (Fig. 1), medium was replaced 24 h after seeding and once more after 3 days. For proliferative conditions, cells were seeded at low confluence, avoiding cell to cell contact to prevent cell differentiation. Treatment with IFC-305 began 24 h after cell seeding, and cells were re-treated at day 3 of culture when medium was replaced (Fig. 1). Cells exposed to Dimethyloxaloylglysine (DMOG) (Biotechne CAS# 89464-63-1) followed the same treatment scheme than IFC-305, with corresponding concentrations. Cells exposed to S-adenosylmethionine (SAM) in its p-toluene sulfonate salt form^63–66^ (Sigma A-2408) were treated eveery 24 h with 1 mM concentration in fresh medium which is equivalent to the concentration used for IFC-305. Treatment began 24 h after cell seeding until day 6. The three compounds were directly solubilised in William’s E medium. For gene silencing, pool siRNAs against *TET1* and *TET2* or siRNA CTRL (Dharmacon, On-Target Plus siRNA) were transfected on HepaRG cells (4.4 × 10^4^/cm^2^), seeded 24 h earlier on 12-wells plates, as previously described^26^. Cells were washed and medium was replaced 12 h after transfection, and at each time of medium changing, according to the scheme of Fig. 1. Cells were harvested 7 days after seeding.

### Transcriptome analysis

RNA was isolated, directly from culture plate, with TRIzol (Invitrogen 15596018) and treated with DNase (Invitrogen 18068-015). Using the Illumina TotalPrep-96 RNA Amp Kit (Ambion 4393543), 500 ng of RNA was reverse transcribed into cDNA, which undergoes second strand synthesis to become a template for T7 RNA polymerase and thereby labelled with biotin-UTP. Labelled cDNA (2000 ng) was hybridized to the Illumina HumanHT-12 v3 (Illumina) and processed according to the manufacturer’s protocol. Slides were scanned immediately using Illumina BeadStation iScan (Illumina). Assays were performed in two independent cell cultures/condition.

### Quantitative RT-PCR

cDNA synthesis was performed from 2 μg of total RNA using M-MLV Reverse Transcriptase (Invitrogen 28025-013) and random primers. All quantitative PCR assays were performed independently in 3 cell cultures/condition in duplicate, using Mesa green qPCR 2x MasterMix Plus (Eurogentec 05-SY2X-06 + WOU) on a CFX96 PCR system (Bio-Rad). Primers were described previously^26^ and indicated in Supplementary Table S1. Relative expression was calculated according ΔΔCt method as follows: Expression level = 2^−(ΔΔ Ct), where ΔCt = (average Ct _evaluated gene_ - average Ct _housekeeping gene_), and ΔΔCt = ΔCt - Average _ΔCt control condition_). Normalization was performed against Proliferative cells, using *SFRS4* as housekeeping gene.

### Cell survival evaluation

Differentiating and IFC-305 treated HepaRG cells cultured for one week were trypsinized and counted using TC20 automated cell counter (Bio-Rad) with dual chamber slides and trypan blue (Bio-Rad 1450003). Total cell and live cell numbers were determined automatically and % survival was determined by comparing live cells in each condition, with the mean of non-treated live cells considered as 100%.

### Immunofluorescence

HepaRG cells (400000 /well) were seeded in 6-wells plates with 4 coverslips/well, and treated according to differentiation model with or without IFC-305. 100000 cells were seeded in the same conditions during 24 h and were designated as proliferative cells. At different time points cells were washed with PBS, fixed in 4% formaldehyde and washed twice with PBS. Primary antibodies for immunofluorescence were anti-HNF4α (Cell signalling 3113 S) diluted 1:200, and anti-5hmC (Active Motif 39769) diluted 1:400. Coverslips were incubated overnight at 4 °C. Then, coverslips were incubated 1 h at room temperature with 1:200 Alexa Fluor 488 goat anti-rabbit IgG (Invitrogen) and 1:200 Alexa 568 goat anti-rabbit IgG (Invitrogen) respectively. After incubation, coverslips were washed and mounted on a slide with a mounting medium containing DAPI (Vectashield). Fluorescence was visualized with an Olympus Inverted Microscope model IX71 and images captured with Evolution/QImaging Digital Camera, through Image Pro Plus software (Media Cybernetics). Negative controls were performed without primary antibodies. Settings for image acquisition were: gain 8, gamma 1, offset −1 000; white balance R 1.240, G 1.000, B 1.40; for DAPI (blue), exposure time was up to 50 ms; for Alexa 488 (green), exposure time was up to 800 ms; for Alexa 568 (red), exposure time was up to 4.5 s. Data analysis was performed using measure tool and integrative 3D surface plot plugin from ImageJ (National Institutes of Heatlh, https://imagej.nih.gov/).

### Immunoblotting

Equal amounts of protein lysates (30–50 μg) were separated by SDS-PAGE and electrotransferred to Immobilon-P membranes (Millipore). Primary antibodies specific to P1- and P2-driven isoforms of HNF4A (R&D Systems) have been previously described^26^.

### Oxidative bisulfite and methylation bead arrays

For genomic DNA isolation, 500 μL of lysis buffer (50 mM Tris-HCl pH 8, 100 mM EDTA, 100 mM NaCl, 1% SDS and 0.5 mg/mL proteinase K) were added to wells from 6-well plates, previously washed twice with PBS 1×. Cells were detached by pipetting and suspension was incubated 2 h at 55 °C. 200 μL of 6 M NaCl was added, sample was mixed and centrifuged 10 min at full speed in an Eppendorf 5415D Benchtop Microcentrifuge. Supernatant was recovered and DNA was precipitated with 500 μL isopropanol, washed with 500 μL 70% ethanol and dried by inverting the tube on a tissue. DNA was resuspended with 25 μL injectable water. 1000 ng DNA was oxidative bisulfite- and conventional bisulfite-converted using TrueMethyl Seq Kit (Cambridge Epigenetix) according to manufacturer’s instructions. This technique oxidises 5hmC to 5fC which is read as thymine (non-modified cytosine and 5mC are read as thymine and cytosine respectively, as in conventional bisulfite)^35^. Converted DNA was analysed with MethylationEPIC arrays (Illumina) using recommended protocols for amplification, labelling, hybridization, and scanning. For proliferative and differentiating cells, each methylation analysis was performed in two independent culture wells. For IFC-305, treatment was performed in triplicates. Oxidative bisulfite followed by quantitative methyl-specific PCR (oxBS-qMSP) was performed as described^67^, using primers specific for *HNF4A* P1 and P2 promoters (Supplementary Table S3).

### Bioinformatic analyses

Raw expression and methylation data were imported and processed using R/Bioconductor packages for Illumina bead arrays^68^. Data quality was inspected using boxplots for the distribution of expression signals, and inter-sample relationship using multidimensional scaling plots and unsupervised clustering. For methylation data, we removed low quality probes with a detection P value > 0.01 in more than 10% of the samples. Following swan (Subset-quantile Within Array) normalization^69^ implemented in the minfi package^70^, 5hmC “peaks” were identified by subtracting the signal of oxidative bisulfite from the signal of conventional bisulfite. Next, we performed Maximum Likelihood Estimate (MLE) of 5mC and 5hmC (oxBS.MLE) with the ENmix package^71^. Using a binomial model at each CpG locus in each sample, oxBS.MLE outputs a matrix of MLEs of 5mC levels and a matrix of MLEs of 5hmC levels, setting as NA any negative value. To define differentially expressed genes (DEGs), differentially methylated positions (DMPs) and differentially hydroxymethylated positions (DhMPs), we modelled experimental conditions as categorical variables in a linear regression using an empirical Bayesian approach^72^. Differentially methylated and hydroxymethylated regions (DMRs and DhMRs, respectively) were identified with the DMRcate package using the recommended proximity-based criteria^73^. Comparisons with an FDR-adjusted P value below 0.05 were considered statistically significant. In addition, only DhMPs with at least 10% change in 5hmC were considered as significant for any given comparison, as this has been suggested as a threshold for the sensitivity of this technique^74^. DEGs, DhMPs, and DhMRs were further analyzed to determine functional pathways and ontology enrichment using EnrichR^75^. Genomic context annotations, including chromatin states (ChromHMM) were performed with the ChIPseeker^76^ and Annotatr^77^ packages. EnrichedHeatmap package^78^ was used for summary heatmaps of genomic context. A list of human housekeeping genes was downloaded from^79^. All expression and methylation data have been deposited to the Gene Expression Omnibus repository (SuperSeries GSE130849, SubSeries GSE130844 and GSE130848).

### DNA immunoprecipitation

80 μL of aqueous genomic DNA (100 ng/μL) were sonicated in Covaris microTUBE AFA Fiber Pre-Slit Snap-Cap 6×16 mm with Covaris sonicator S220 to obtain fragments between 400–800 bp (Temperature < 7 °C, peak power 105.0, duty factor 5.0, Cycles/Burst 200 and time 40 s). 130 ng DNA was used per immunoprecipitation. Auto hMeDIP kit (Diagenode C02010033) was used according to manufacturer instructions. Precipitation was adjusted to 15 h for mixing at 4 °C and middle mix speed; for washes mixing time was 8 min, at 4 °C and middle mix speed. Immunoprecipitations were performed independently in 3 cell cultures/condition. 5 μL of immunoprecipitated hydroxymethyl DNA was analysed for enriched 5hmC regions according to oxBS data (regions with at least 3 CpGs containing a DhMP with 10% difference between proliferative and differentiating cells (Delta 10%)), *SFRS4* gene promoter was used as control of non-5hmC enrichment. All quantitative PCR assays were performed in duplicate with Mesa green qPCR 2x MasterMix Plus (Eurogentec 05-SY2X-06 + WOU) on a CFX96 PCR system (Bio-Rad) using primers indicated in Supplementary Table S2. 5hmC enrichment was determined as % (hmeDNA-IP/ Total input) as follows: % (hmeDNA-IP/ Total input) = 2^[(Ct(10%input) - 3.32) - Ct(hmeDNA-IP)]x 100%, where 2 is the amplification efficiency; Ct (hmeDNA-IP) and Ct (10%input) are threshold values obtained from exponential phase of qPCR for the hydroxymethyl DNA sample and input sample respectively; the compensatory factor (3.32) is used to take into account the dilution 1:10 of the input.

### Adenosine, S-adenosylmethionine and S-adenosylhomocysteine quantification by HPLC

Adenosine, SAM and SAH levels were determined modifying protocols previously described^80,81^. Briefly, 10 × 10^6^ proliferating HepaRG cells were seeded in a 15 cm Petri dish; 24 h after seeding, cells were either cultured with or without IFC-305 for one week to differentiate, or collected for the Proliferative condition. Next, cells were frozen in liquid nitrogen and preserved at −70°C. Frozen cells were harvested with 1.5 mL 0.03% trifluoroacetic acid in 90% Methanol. Samples were incubated 10 min at room temperature and passed through a Dounce homogenizer. Obtained suspensions were sonicated twice for 1 min in a Bransonic 220 and centrifuged at 16 000 g for 13 min at 4 °C. Supernatants were recovered and centrifuged until dry in an Eppendorf 5301 Concentrator Centrifugal Evaporator at 45 °C. Samples were reconstituted with 200 μL MilliQ water and protein concentration was determined by Bradford assay. Samples were diluted to 1.2 μg/μL protein and 100 μL 1.6 M HClO_4_ was added to 300 μL of diluted sample (0.4 M HClO_4_ final concentration) before incubating for 10 min on ice. 10 μL of 5 M K_2_CO_3_ were added to samples and incubated for 10 min on ice. Sample dilutions were centrifuged at 14000 rpm during 5 min in an Eppendorf 5415 C Micro-Centrifuge. Recovered supernatants were filtered using Phenex PTFE 4 mm syringe filters and 95 μL supernatant + 5 μL of 400 mM adenosine and 400 mM SAM standards mix were injected to HPLC Knauer E4310 (SAM standard contains SAH contamination, which was determined using SAH standard curve (data not shown)). Samples were separated in an ACE 5 C 18 column (150 × 4.6 mm) (Advanced Chromatography Technologies LTD) using a mobile phase consisting of 8 mM sodium heptanesulfonate, 40 mM ammonium phosphate monobasic and isocratic 15% methanol pH 3, at 1 mL/min flux. Detection was measured at 254 nm absorbance, and separation total runtime of 60 min. Peaks were analyzed using EUROCHROME for windows version 3.05 (Knauer GmbH).

### Statistical analysis

R/Bioconductor packages were used for bead array analyses, as described above. Plots were generated using Graph Pad Prism 5.0 (Graph Pad Software, Inc., La Jolla CA) for Windows. Wilcoxon test were used for unpaired analyses comparing average between conditions, and it was performed on RStudio 1.1.463 (RStudio, Inc.). P Values < 0.05 were consider statistically significant.

## Supplementary information

Supplementary Data.

## Data Availability

Datasets generated during the current study have been uploaded to the GEO repository (SuperSeries GSE130849, SubSeries GSE130844 and GSE130848).

## References

[1] Recillas-Targa F (2014). Interdependency between genetic and epigenetic regulatory defects in cancer. Methods Mol. Biol..

[2] Laird A, Thomson JP, Harrison DJ, Meehan RR (2013). 5-hydroxymethylcytosine profiling as an indicator of cellular state. Epigenomics.

[3] Smith ZD, Meissner A (2013). DNA methylation: roles in mammalian development. Nature reviews. Genetics.

[4] Tehlivets O, Malanovic N, Visram M, Pavkov-Keller T, Keller W (2013). S-adenosyl-L-homocysteine hydrolase and methylation disorders: yeast as a model system. Biochim. Biophys. Acta.

[5] Mato JM, Corrales FJ, Lu SC, Avila MA (2002). S-Adenosylmethionine: a control switch that regulates liver function. FASEB J..

[6] Chagoya de Sanchez V (1991). Twenty-four-hour changes of S-adenosylmethionine, S-adenosylhomocysteine adenosine and their metabolizing enzymes in rat liver; possible physiological significance in phospholipid methylation. Int. J. Biochem..

[7] Kriaucionis S, Heintz N (2009). The nuclear DNA base 5-hydroxymethylcytosine is present in Purkinje neurons and the brain. Science.

[8] Tahiliani M (2009). Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science.

[9] Ecsedi S, Rodríguez-Aguilera JR, Hernández-Vargas H (2018). 5-Hydroxymethylcytosine (5hmC), or How to Identify Your Favorite. Cell. Epigenomes.

[10] Ivanov M (2016). Single base resolution analysis of 5-hydroxymethylcytosine in 188 human genes: implications for hepatic gene expression. Nucleic Acids Res.

[11] Thomson JP (2013). Dynamic changes in 5-hydroxymethylation signatures underpin early and late events in drug exposed liver. Nucleic Acids Res.

[12] Lin IH, Chen YF, Hsu MT (2017). Correlated 5-Hydroxymethylcytosine (5hmC) and Gene Expression Profiles Underpin Gene and Organ-Specific Epigenetic Regulation in Adult Mouse Brain and Liver. Plos one.

[13] Thomson JP (2016). Loss of Tet1-Associated 5-Hydroxymethylcytosine Is Concomitant with Aberrant Promoter Hypermethylation in Liver Cancer. Cancer Res..

[14] Ye C (2016). Whole-genome DNA methylation and hydroxymethylation profiling for HBV-related hepatocellular carcinoma. Int. J. Oncol..

[15] Li X, Liu Y, Salz T, Hansen KD, Feinberg A (2016). Whole-genome analysis of the methylome and hydroxymethylome in normal and malignant lung and liver. Genome Res..

[16] Song CX (2017). 5-Hydroxymethylcytosine signatures in cell-free DNA provide information about tumor types and stages. Cell Res..

[17] Liu, J. *et al*. Global DNA 5-hydroxymethylcytosine and 5-formylcytosine contents are decreased in the early stage of hepatocellular carcinoma. *Hepatology*, 10.1002/hep.30146 (2018).10.1002/hep.3014630070373

[18] Meehan RR, Thomson JP, Lentini A, Nestor CE, Pennings S (2018). DNA methylation as a genomic marker of exposure to chemical and environmental agents. Curr. Opin. Chem. Biol..

[19] Lyall, M. J. *et al*. Non-alcoholic fatty liver disease (NAFLD) is associated with dynamic changes in DNA hydroxymethylation. *Epigenetics*, 1-11, 10.1080/15592294.2019.1649527 (2019).10.1080/15592294.2019.1649527PMC696168631389294

[20] Ivanov M (2013). Ontogeny, distribution and potential roles of 5-hydroxymethylcytosine in human liver function. Genome biology.

[21] Cannon MV, Pilarowski G, Liu X, Serre D (2016). Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth. G3 (Bethesda).

[22] Chaker D (2018). Inhibition of the RhoGTPase Cdc42 by ML141 enhances hepatocyte differentiation from human adipose-derived mesenchymal stem cells via the Wnt5a/PI3K/miR-122 pathway: impact of the age of the donor. Stem cell research & therapy.

[23] Seeliger C (2013). Decrease of global methylation improves significantly hepatic differentiation of Ad-MSCs: possible future application for urea detoxification. Cell Transplant..

[24] Lee CW (2017). DNA Methyltransferases Modulate Hepatogenic Lineage Plasticity of Mesenchymal Stromal Cells. Stem cell reports.

[25] Lewis LC (2017). Dynamics of 5-carboxylcytosine during hepatic differentiation: Potential general role for active demethylation by DNA repair in lineage specification. Epigenetics.

[26] Ancey PB (2017). TET-Catalyzed 5-Hydroxymethylation Precedes HNF4A Promoter Choice during Differentiation of Bipotent Liver Progenitors. Stem cell reports.

[27] Li W, Qin J, Wang H, Chen LB (2018). Research progress of epigenetic biomarkers in the early diagnosis and treatment of human diseases. Yi chuan = Hereditas.

[28] Rodriguez-Aguilera JR (2018). Epigenetic Effects of an Adenosine Derivative in a Wistar Rat Model of Liver Cirrhosis. J. Cell. Biochem..

[29] Rodríguez-Aguilera, J. R. *et al*. In Liver Cirrhosis - Debates and Current Challenges (ed Georgios Tsoulfas) Ch. 6, (InctechOpen, 2019).

[30] Perez-Carreon JI (2010). An adenosine derivative compound, IFC305, reverses fibrosis and alters gene expression in a pre-established CCl(4)-induced rat cirrhosis. *Int*. J. Biochem. Cell Biol..

[31] Chagoya de Sanchez V, Martinez-Perez L, Hernandez-Munoz R, Velasco-Loyden G (2012). Recovery of the Cell Cycle Inhibition in CCl(4)-Induced Cirrhosis by the Adenosine Derivative IFC-305. Int J Hepatol.

[32] Perez-Cabeza de Vaca R, Dominguez-Lopez M, Guerrero-Celis N, Rodriguez-Aguilera JR, Chagoya de Sanchez V (2018). Inflammation is regulated by the adenosine derivative molecule, IFC-305, during reversion of cirrhosis in a CCl4 rat model. International immunopharmacology.

[33] Velasco-Loyden G (2010). Prevention of *in vitro* hepatic stellate cells activation by the adenosine derivative compound IFC305. Biochem. Pharmacol..

[34] Velasco-Loyden G, Perez-Martinez L, Vidrio-Gomez S, Perez-Carreon JI (2017). & Chagoya de Sanchez, V. Cancer chemoprevention by an adenosine derivative in a model of cirrhosis-hepatocellular carcinoma induced by diethylnitrosamine in rats. Tumour Biol..

[35] Booth MJ (2013). Oxidative bisulfite sequencing of 5-methylcytosine and 5-hydroxymethylcytosine. Nature protocols.

[36] *UCSC Genome Browser, session URL*, http://genome-euro.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=H%20Hernandez&hgS_otherUserSessionName=HepaRG%20oxBS (2018).

[37] Pfeifer GP, Szabo PE (2018). Gene body profiles of 5-hydroxymethylcytosine: potential origin, function and use as a cancer biomarker. Epigenomics.

[38] Rose NR, McDonough MA, King ON, Kawamura A, Schofield CJ (2011). Inhibition of 2-oxoglutarate dependent oxygenases. Chemical Society reviews.

[39] Lozano-Rosas, M. G. *et al*. Diminished S-adenosylmethionine biosynthesis and its metabolism in a model of hepatocellular carcinoma is recuperated by an adenosine derivative. *Cancer biology & therapy*, 1-14, 10.1080/15384047.2019.1665954 (2019).10.1080/15384047.2019.1665954PMC701214631552788

[40] Kharbanda KK (2007). Role of transmethylation reactions in alcoholic liver disease. World journal of gastroenterology.

[41] Garcea R (1989). Protooncogene methylation and expression in regenerating liver and preneoplastic liver nodules induced in the rat by diethylnitrosamine: effect of variations of S-adenosylmethionine:S-adenosylhomocysteine ratio. Carcinogenesis.

[42] Auta J, Zhang H, Pandey SC, Guidotti A (2017). Chronic Alcohol Exposure Differentially Alters One-Carbon Metabolism in Rat Liver and Brain. Alcohol. Clin. Exp. Res..

[43] Kim R, Sheaffer KL, Choi I, Won KJ, Kaestner KH (2016). Epigenetic regulation of intestinal stem cells by Tet1-mediated DNA hydroxymethylation. Genes Dev..

[44] Chapman CG (2015). TET-catalyzed 5-hydroxymethylcytosine regulates gene expression in differentiating colonocytes and colon cancer. Scientific reports.

[45] Zhong X (2017). Ten-Eleven Translocation-2 (Tet2) Is Involved in Myogenic Differentiation of Skeletal Myoblast Cells *in Vitro*. Scientific reports.

[46] Dubois-Chevalier J (2014). A dynamic CTCF chromatin binding landscape promotes DNA hydroxymethylation and transcriptional induction of adipocyte differentiation. Nucleic Acids Res.

[47] Yoo Y (2017). TET-mediated hydroxymethylcytosine at the Ppargamma locus is required for initiation of adipogenic differentiation. Int J Obes (Lond).

[48] Li X (2017). Ten-eleven translocation 2 interacts with forkhead box O3 and regulates adult neurogenesis. Nat Commun.

[49] Hahn MA (2013). Dynamics of 5-hydroxymethylcytosine and chromatin marks in Mammalian neurogenesis. Cell reports.

[50] Zhu J (2013). Genome-wide chromatin state transitions associated with developmental and environmental cues. Cell.

[51] Li L (2016). Epigenetic inactivation of the CpG demethylase TET1 as a DNA methylation feedback loop in human cancers. Scientific reports.

[52] Schermelleh L (2007). Dynamics of Dnmt1 interaction with the replication machinery and its role in postreplicative maintenance of DNA methylation. Nucleic Acids Res.

[53] Bostick M (2007). UHRF1 plays a role in maintaining DNA methylation in mammalian cells. Science.

[54] Harrison, J. S. *et al*. Hemi-methylated DNA regulates DNA methylation inheritance through allosteric activation of H3 ubiquitylation by UHRF1. *eLife***5**, 10.7554/eLife.17101 (2016).10.7554/eLife.17101PMC501286027595565

[55] Qin W (2015). DNA methylation requires a DNMT1 ubiquitin interacting motif (UIM) and histone ubiquitination. Cell Res..

[56] Ishiyama S (2017). Structure of the Dnmt1 Reader Module Complexed with a Unique Two-Mono-Ubiquitin Mark on Histone H3 Reveals the Basis for DNA Methylation Maintenance. Mol. Cell.

[57] Nishiyama A (2020). Two distinct modes of DNMT1 recruitment ensure stable maintenance DNA methylation. Nat Commun.

[58] Chavez, E. *et al*. Functional, metabolic, and dynamic mitochondrial changes in the rat cirrhosis-hepatocellular carcinoma model and the protective effect of IFC-305. *J. Pharmacol. Exp. Ther*., 10.1124/jpet.116.239301 (2017).10.1124/jpet.116.23930128209723

[59] Mato JM, Lu SC (2007). Role of S-adenosyl-L-methionine in liver health and injury. Hepatology.

[60] Kar S (2014). Expression profiling of DNA methylation-mediated epigenetic gene-silencing factors in breast cancer. Clinical epigenetics.

[61] Takumi S (2015). The effect of a methyl-deficient diet on the global DNA methylation and the DNA methylation regulatory pathways. J. Appl. Toxicol..

[62] Page A (2016). Hepatic stellate cell transdifferentiation involves genome-wide remodeling of the DNA methylation landscape. J. Hepatol..

[63] Cabrales-Romero Mdel P (2006). S-adenosyl-methionine decreases ethanol-induced apoptosis in primary hepatocyte cultures by a c-Jun N-terminal kinase activity-independent mechanism. World journal of gastroenterology.

[64] Stiuso, P. *et al*. Protective Effect of Tyrosol and S-Adenosylmethionine against Ethanol-Induced Oxidative Stress of Hepg2 Cells Involves Sirtuin 1, P53 and Erk1/2 Signaling. *International journal of molecular sciences***17**, 10.3390/ijms17050622 (2016).10.3390/ijms17050622PMC488144827128904

[65] Li TW (2015). S-Adenosylmethionine and methylthioadenosine inhibit beta-catenin signaling by multiple mechanisms in liver and colon cancer. Mol. Pharmacol..

[66] Tomasi ML (2012). S-adenosyl methionine regulates ubiquitin-conjugating enzyme 9 protein expression and sumoylation in murine liver and human cancers. Hepatology.

[67] Hernández-Vargas, H. & Goldsmith, C. *Quantitative analysis of methylation and hydroxymethylation using oXBS-qMSP*, https://www.protocols.io/view/quantitative-analysis-of-methylation-and-hydroxyme-52bg8an (2019).

[68] Du P, Kibbe WA, Lin S (2008). M. lumi: a pipeline for processing Illumina microarray. Bioinformatics.

[69] Maksimovic J, Gordon L, Oshlack A (2012). SWAN: Subset-quantile within array normalization for illumina infinium HumanMethylation450 BeadChips. Genome biology.

[70] Aryee MJ (2014). Minfi: a flexible and comprehensive Bioconductor package for the analysis of Infinium DNA methylation microarrays. Bioinformatics.

[71] Xu Z, Taylor JA, Leung YK, Ho SM, Niu L (2016). oxBS-MLE: an efficient method to estimate 5-methylcytosine and 5-hydroxymethylcytosine in paired bisulfite and oxidative bisulfite treated DNA. Bioinformatics.

[72] Smyth, G. K. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Statistical applications in genetics and molecular biology***3**, Article3, 10.2202/1544-6115.1027 (2004).10.2202/1544-6115.102716646809

[73] Peters TJ (2015). De novo identification of differentially methylated regions in the human genome. Epigenetics & chromatin.

[74] Skvortsova K (2017). Comprehensive evaluation of genome-wide 5-hydroxymethylcytosine profiling approaches in human DNA. Epigenetics & chromatin.

[75] Chen EY (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC bioinformatics.

[76] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[77] Cavalcante RG, Sartor M (2017). A. annotatr: genomic regions in context. Bioinformatics.

[78] Gu Z, Eils R, Schlesner M, Ishaque N (2018). EnrichedHeatmap: an R/Bioconductor package for comprehensive visualization of genomic signal associations. BMC genomics.

[79] Eisenberg E, Levanon EY (2013). Human housekeeping genes, revisited. Trends Genet..

[80] Hernandez-Munoz R (1984). Effects of adenosine on liver cell damage induced by carbon tetrachloride. Biochem. Pharmacol..

[81] Korinek M (2013). Quantification of homocysteine-related metabolites and the role of betaine-homocysteine S-methyltransferase in HepG2 cells. Biomed. Chromatogr..

# Supplementary material for: Genome-wide 5-hydroxymethylcytosine (5hmC) emerges at early stage of in vitro differentiation of a putative hepatocyte progenitor
**Source:** Sci Rep. 2020 May 8;10:7822. doi: 10.1038/s41598-020-64700-2
**Supplement:** Supplementary file 1 — Supplementary Data.

**Genome-wide 5-hydroxymethylcytosine (5hmC) emerges at early stage of *in vitro* differentiation of a putative hepatocyte progenitor**

Authors:

Jesús Rafael Rodríguez-Aguilera^1^

Szilvia Ecsedi^2^

Chloe Goldsmith^3^

Marie-Pierre Cros^4^

Mariana Domínguez-López^1^

Nuria Guerrero-Celis^1^

Rebeca Pérez-Cabeza de Vaca^1,5^

Isabelle Chemin^6^

Félix Recillas-Targa^7^

Victoria Chagoya de Sánchez^1^

Héctor Hernández-Vargas^4,8^

**Supplementary Data**

**
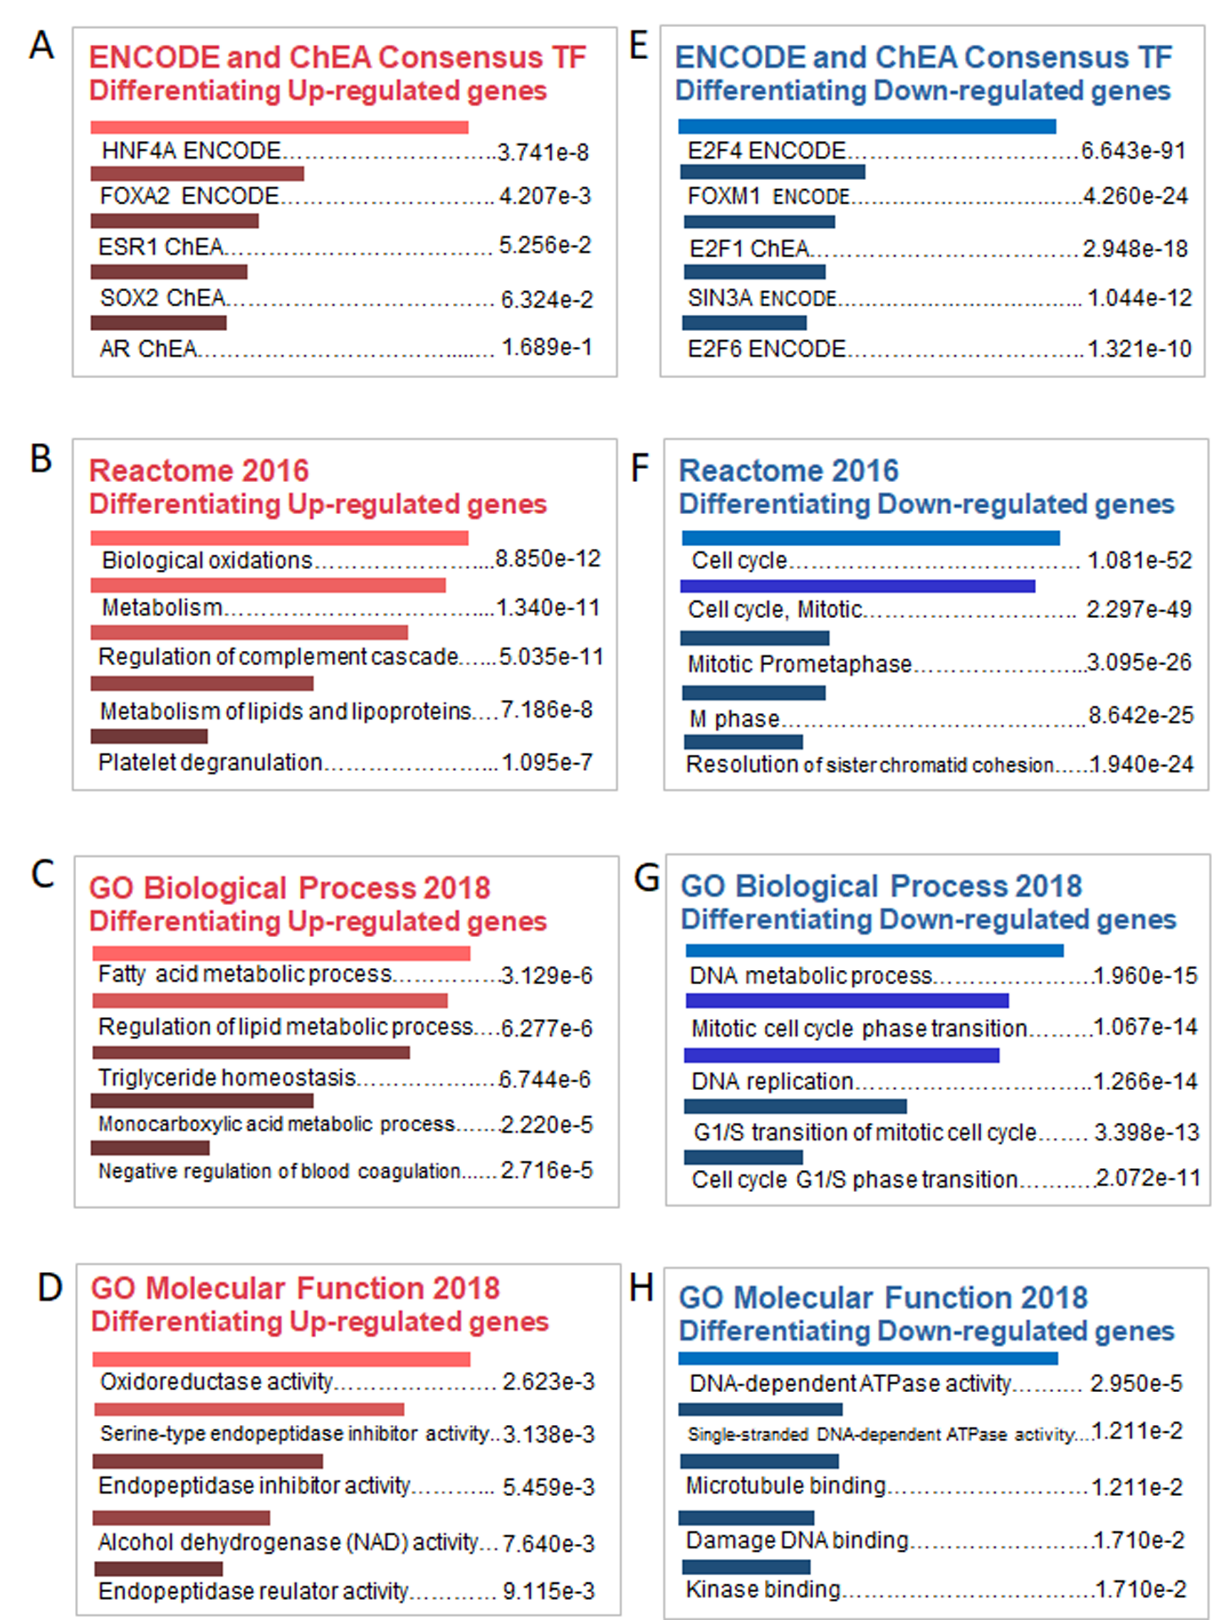
**

**Supplementary Figure S1. Gene ontologies from differentiating cells.** (A and E) Consensus transcription factors (TF) from Encyclopedia of DNA elements (ENCODE) and ChIP-X Enrichment Analysis (ChEA) of differentiating up-regulated genes and down regulated genes respectively. (B-D) Ontologies related with up-regulated genes from differentiating cells. (F-H) Ontologies related with down-regulated genes from differentiating cells. Data by EnrichR, number showed tissue-associated adjusted p-value.

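Supplementary Fig. S1A and E compare a list of genes with sets of targets that chromatin immunoprecipitation experiments of ENCODE and ChEA assigned to each transcription factor. The enrichment therefore concerns the targets and does not measure the factor's own transcript. On the arrays, FOXM1, which drives genes of mitosis, was the only one of the 7 factors reported here to pass, with a log2 fold change of -1.78 (standard error 0.142, adjusted p = 0.00888 from limma), and the call was lost in 1 of the 4 fits with an array left out (adjusted p = 0.054). E2F4, a mainly repressive E2F factor, was at 0.01 (adjusted p = 0.968), E2F1 at -0.31 (adjusted p = 0.848) and E2F6 at -0.17 (adjusted p = 0.353). The differentiating cultures read 4.85 and 6.40 for E2F1 (log2 intensity, SD 1.1), so that its value cannot tell a change from none. The corepressor SIN3A was at -0.09 (adjusted p = 0.699), the hepatic pioneer factor FOXA2 at 0.18 (adjusted p = 0.401) and the estrogen receptor ESR1 at 0.03 (adjusted p = 0.951). The ESR1 probe lay near the floor of the scale, at 4.68 in proliferative and 4.71 in differentiating cells, so that a fall could hardly be seen in it.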

**
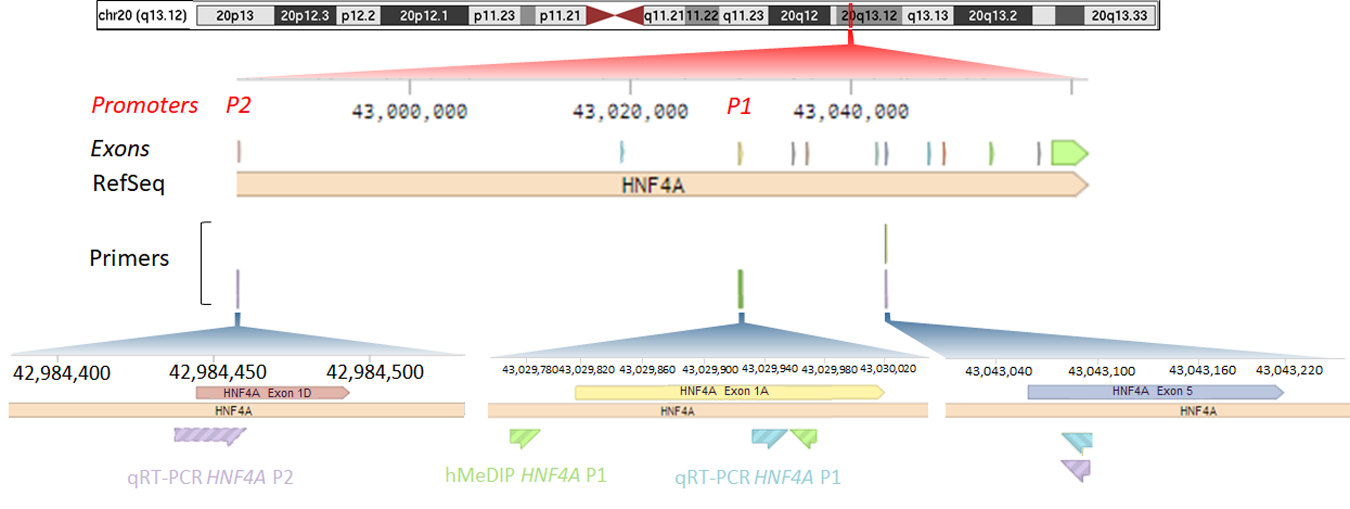
**

**Supplementary Figure S2. Analyzed regions on *HNF4A*.** Map shows a zoom in from chromosome 20 (q13.12) where *HNF4A locus* is located. Promoters P1 and P2 are indicated in red. *HNF4A* exons are denoted by colour boxes on *HNF4A* RefSeq (symbolized by pink pentagon). Primer pairs for qRT-PCR and hMeDIP are represented by colour boxes under *HNF4A* RefSeq. A zoom in from regions were primers were designed are shown, primer pairs to isoforms controlled by *HNF4A* P2 are denoted by half purple arrows, primer pairs to isoforms controlled by *HNF4A* P1 are represented by half blue arrows and primer pairs to hMeDIP on *HNF4A* P1 region are symbolized by half green arrows. Scheme armed with information from UCSC Genome Browser^35^ and constructed by Benchling platform (https://benchling.com).

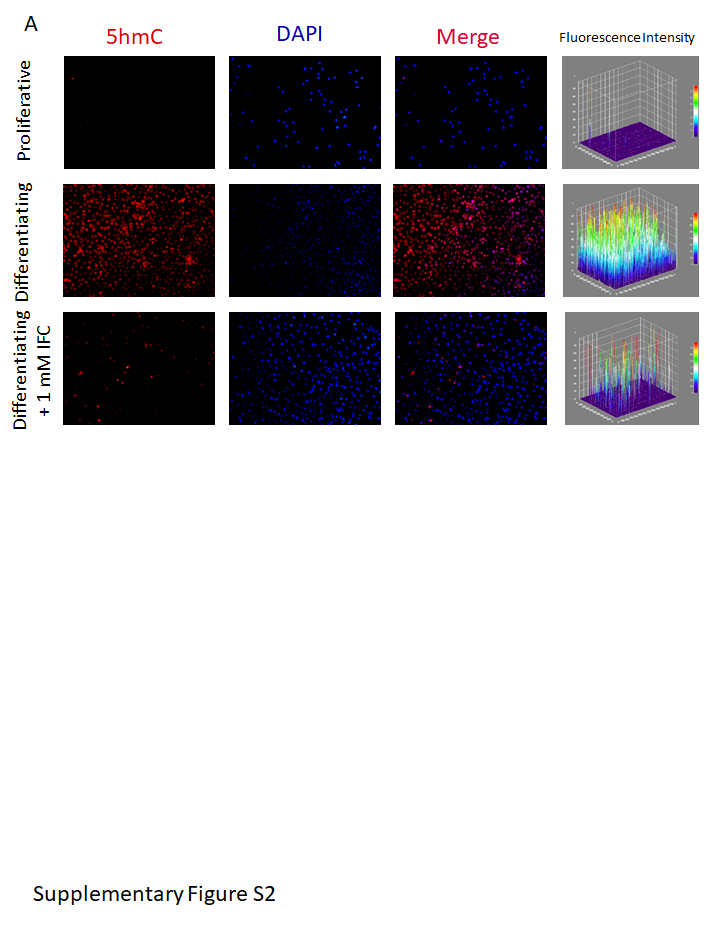

**Supplementary Figure S3. 5hmC appears in differentiating cells.** Immunofluorescence of 5hmC in proliferative (top panel), differentiating (middle panel) and differentiating + IFC-305 (bottom panel). Representative 20x images from 3 cultures/condition are shown, as well as measurement of fluorescence intensity.

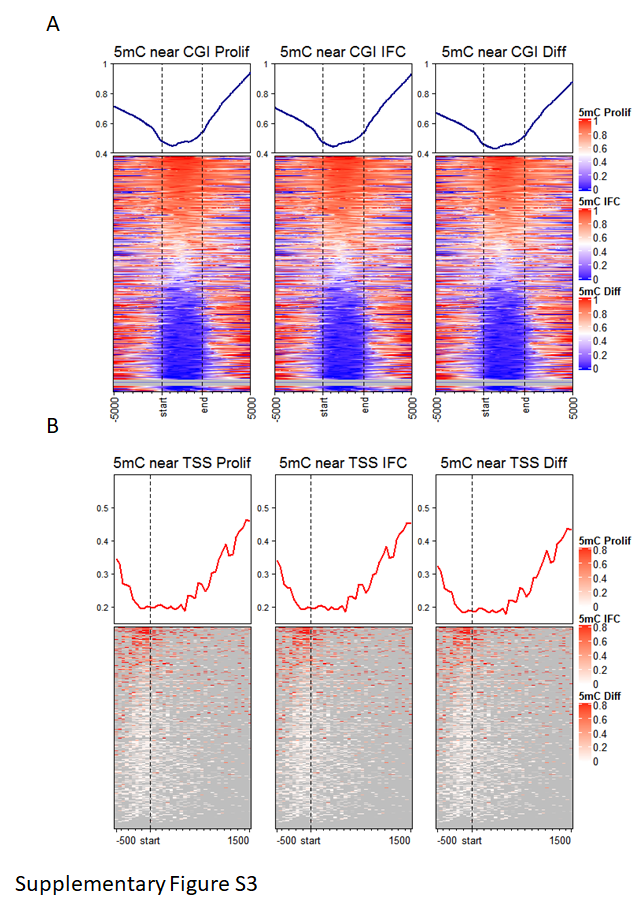

**Supplementary Figure S4. 5mC distribution on CpG islands and TSS during hepatocyte differentiation.** Global distribution of 5mC for one representative sample of each condition, according to CpG islands (A) and transcription start sites (B). In both cases, 5hmC levels are averaged across all hg19-annotated genomic regions. Two independent cultures were used for proliferative and differentiating cells, and three independent cultures for differentiating + 1 mM IFC-305.

**
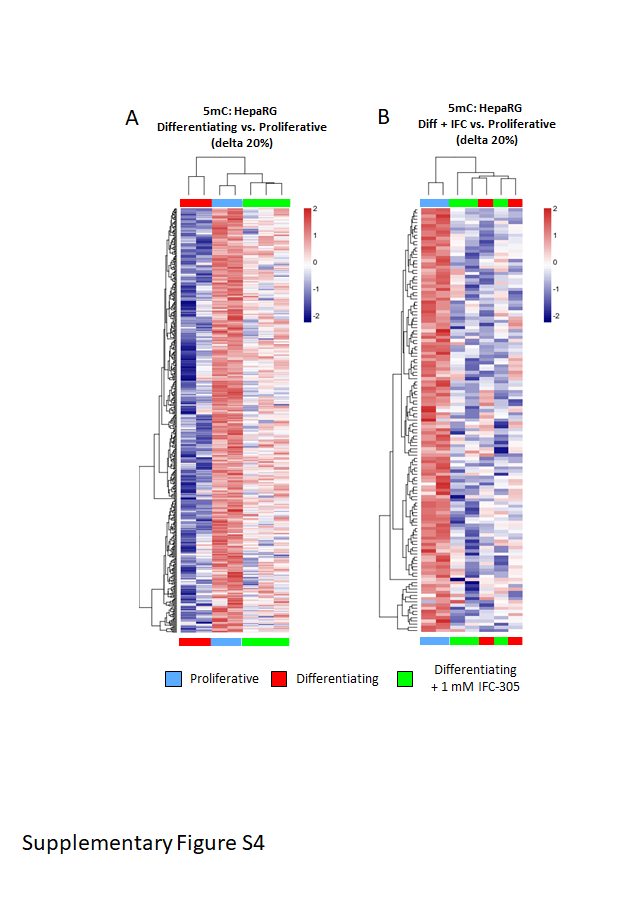
**

**Supplementary Figure S5. Differentiating process involves a genome-wide demethylation.** (A) Heatmap showing methylome comparison between differentiating and proliferative cells. (B) Heatmap showing methylome comparison between differentiating + IFC-305 and proliferative cells. Differentially methylated positions (DMPs) were filtered by the magnitude of change in methylation (delta beta) of at least 20% and p-adjusted value < 0.05. Experiments were performed in at least duplicates.

**
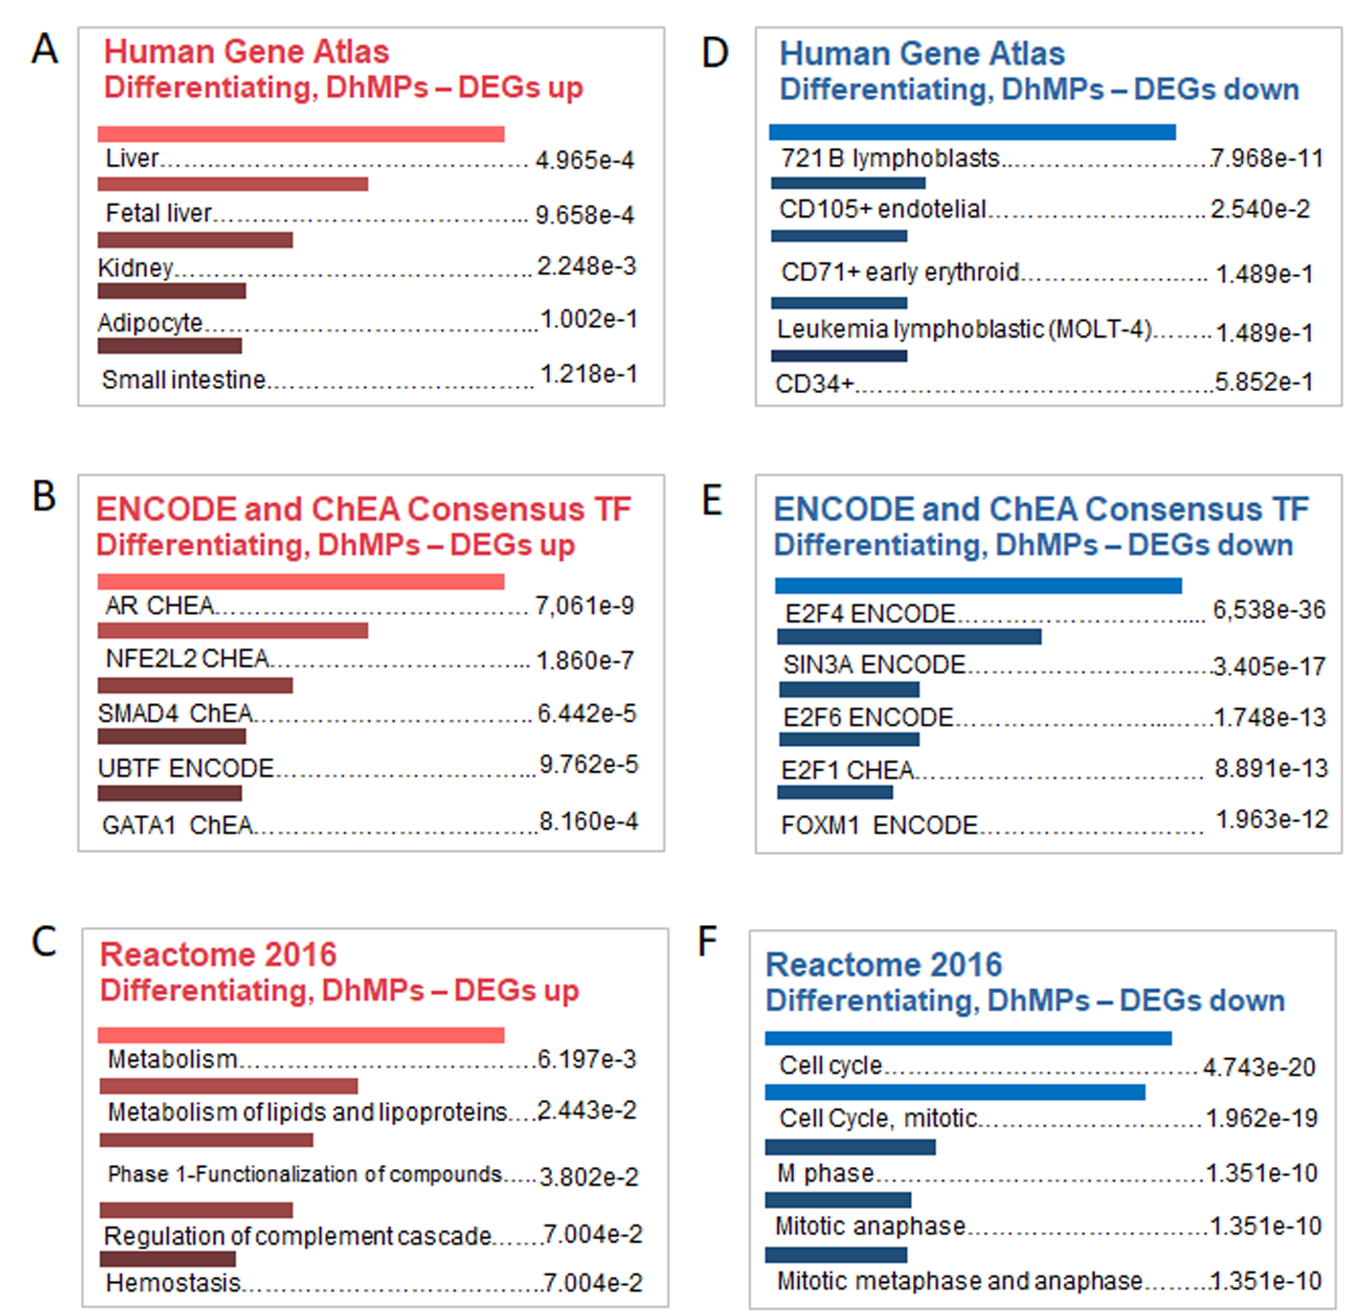
**

**Supplementary Figure S6. Ontologies from overlaps between DhMPs and DEGs.** (A) Cells/tissues associated with differentiating enriched 5hmC positions and up-regulated genes comparing Differentiating vs. Proliferative. (B) Consensus transcription factors (TF) from ENCODE ChEA of differentiating enriched 5hmC positions and up-regulated genes. (C) Ontologies related with differentiating enriched 5hmC positions and up-regulated genes. (D) Cells/tissues associated with differentiating enriched 5hmC positions and down-regulated genes comparing Differentiating vs. Proliferative. (E) Consensus transcription factors (TF) from ENCODE ChEA of differentiating enriched 5hmC positions and down-regulated genes. (F) Ontologies related with differentiating enriched 5hmC positions and down-regulated genes. Data from EnrichR, number showed tissue-associated adjusted p-value.

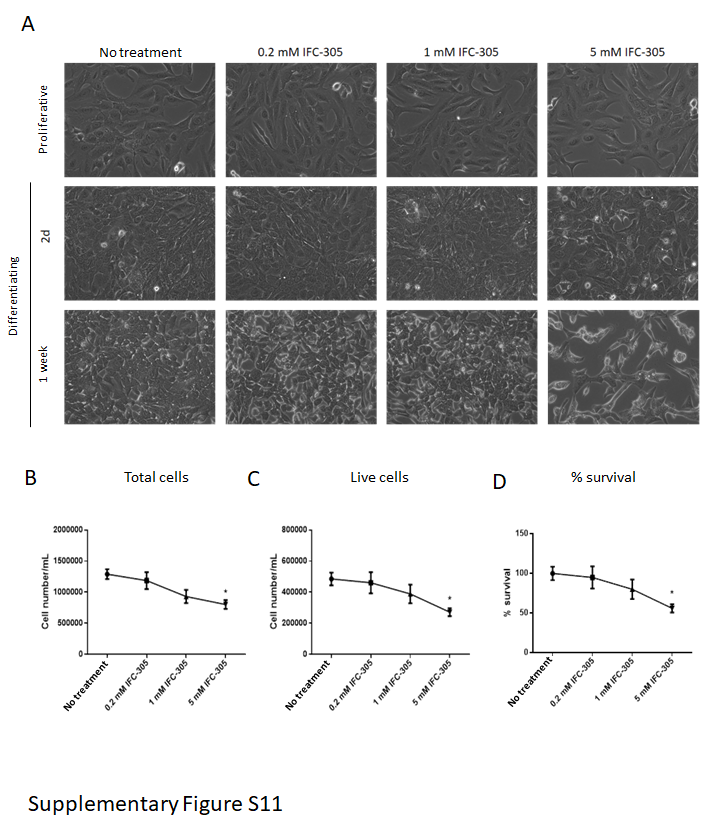

**Supplementary Figure S7. Low concentrated adenosine derivative did not alter HepaRG cell viability.** (A) HepaRG cell phenotype along 1 week of differentiation. 20x representative images of each group are shown (B) Total cell number. (C) Viable cell number. (D) Survival percentage. Data represent mean ± SEM of seven independent experiments. *Statistical difference (p < 0.05) compared with non-treated differentiating cells.
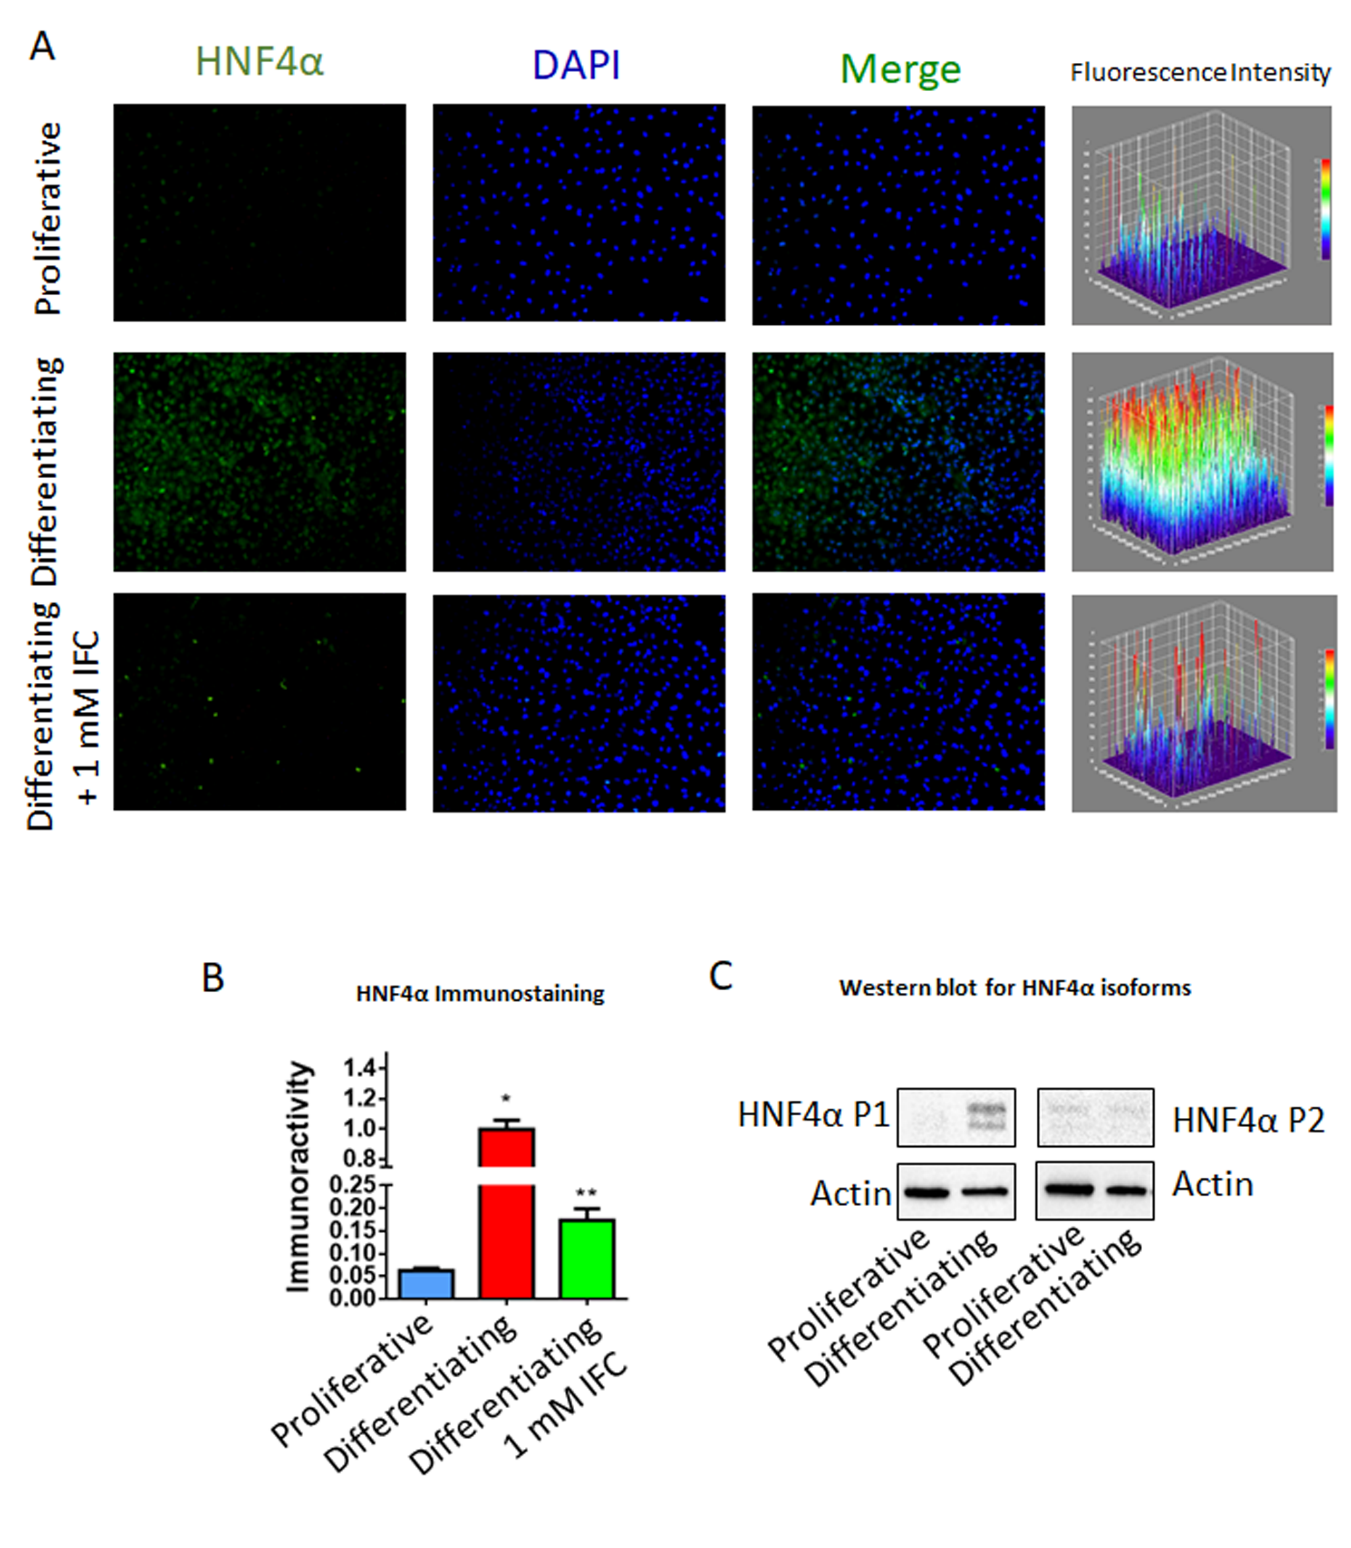

**Supplementary Figure S8. HNF4α increases in differentiating cells.** (A) Immunofluorescence of HNF4α in proliferative (top panel), differentiating (middle panel) and differentiating + IFC-305 (bottom panel). Representative images from 3 cultures/condition are shown. (B) Quantification of immunofluorescence HNF4α positive signal. Data represent mean ± SEM from 3 fields/group. *Statistical difference (p < 0.05) when compared with proliferative cells. **Statistical difference (p < 0.05) compared with differentiating cells. (C) Western blots with HNF4α isoform-specific antibodies on total proteins from proliferative and differentiating HepaRG cells. Actin was used as housekeeping protein.

**
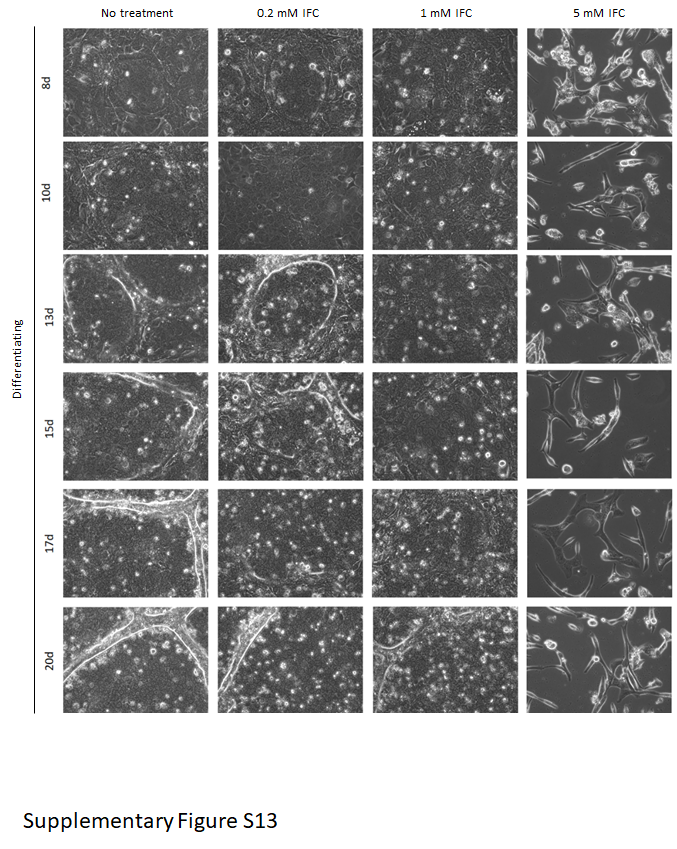
**

**Supplementary Figure S9. 1mM IFC-305 differentiating exposed cells presents a less differentiated phenotype.** 20 days time-lapse images showing HepaRG phenotype during differentiation with an increasing gradient of IFC-305. Representative images of 7 independent experiments. Representative 20x magnification images from seven independent cultures are shown.

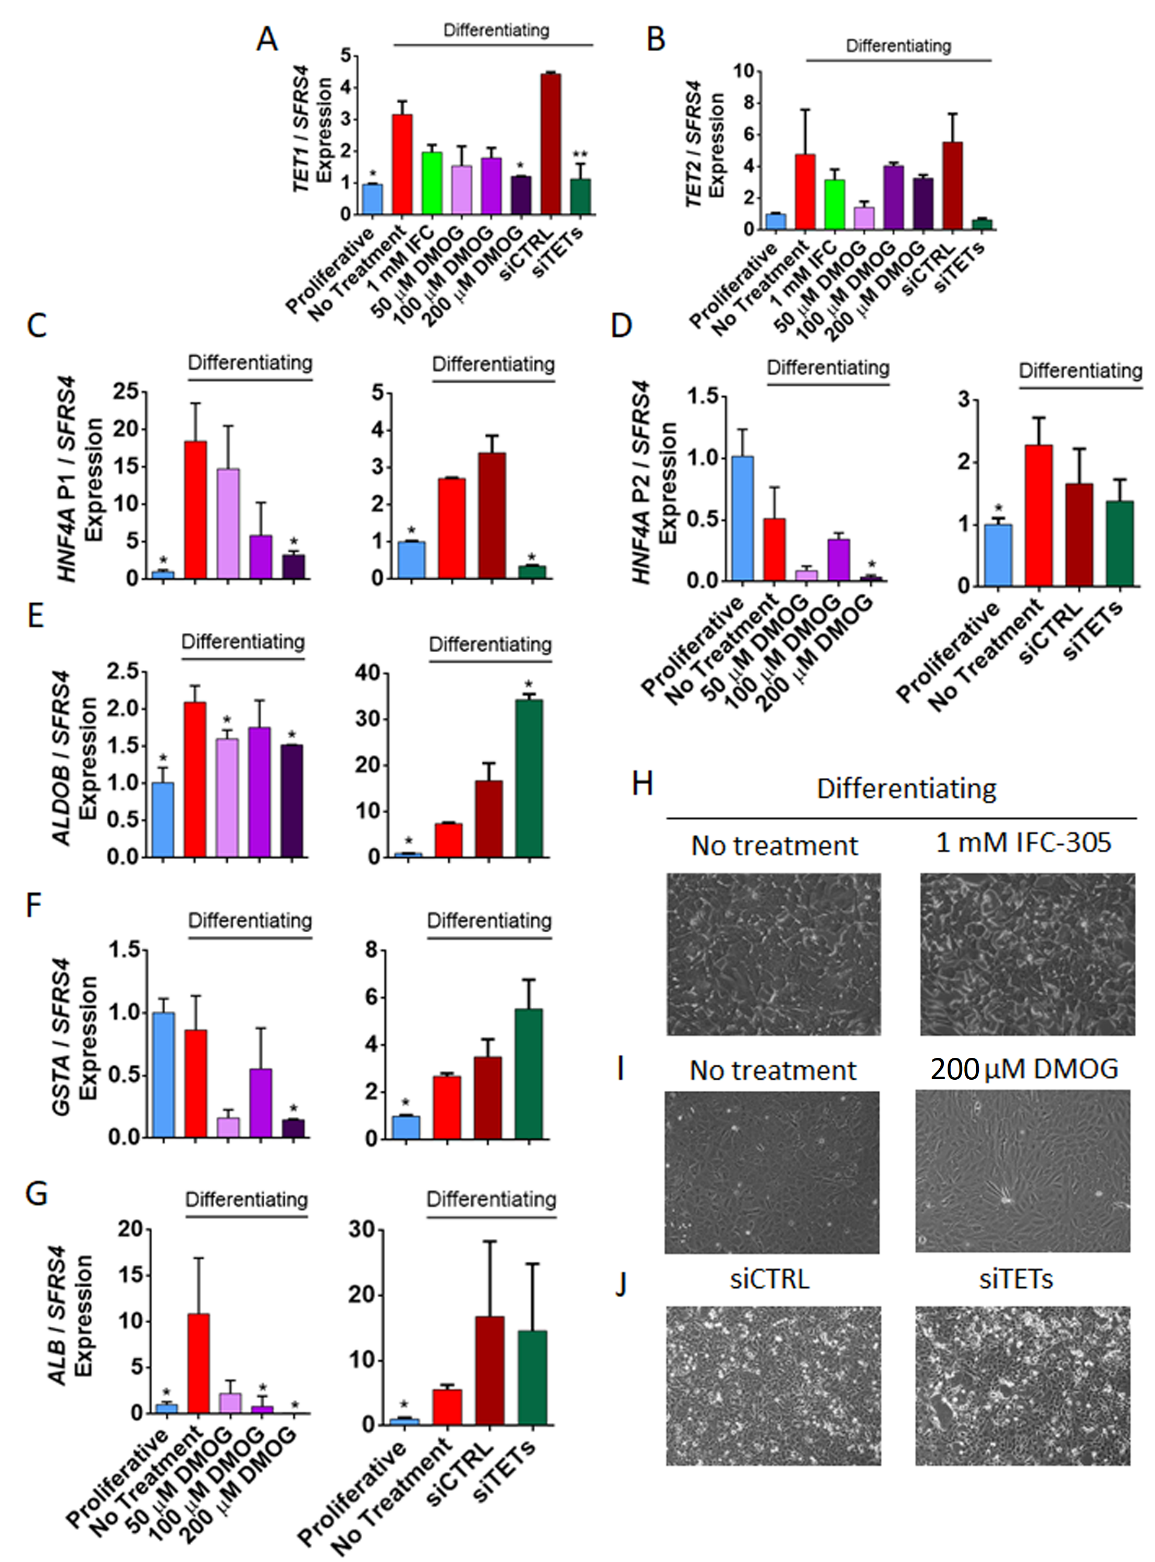

**Supplementary Figure S10. Impaired hepatocyte marker expression upon TETs transcription diminishment**. *TET1* (A) and *TET2* (B) expression after IFC-305, DMOG or siTETs exposed HepaRG cells during 1 week of differentiation; (C-G) Hepatocyte markers modified expression in response to DMOG or siTETs exposure, during 1 week of HepaRG differentiation. Data represent mean ± SEM 3 independent cultures/condition. *Statistical difference (p < 0.05) when compared with differentiating non-treated cells. **Statistical difference (p < 0.05) when compared with differentiating siCTRL exposure. HepaRG cells phenotype between non treated cells and 1 mM IFC-305 (H) or 200 μM DMOG (I), and between siCTRL and siTETs (J) at 1 week of differentiation; representative 20x magnification images from 3 independent cultures are shown.

**
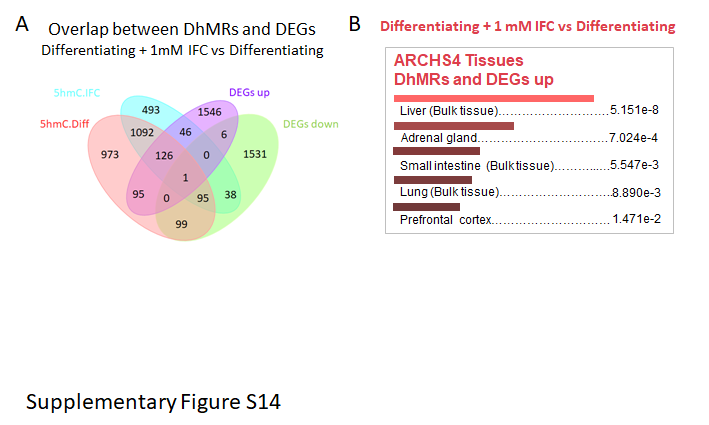
**

**Supplementary Figure S11. Some differential hydroxymethylated regions in IFC-305 treated differentiating cells, were related with differential overexpressed genes.** (A) Comparison between differential 5-hydroxymethylated regions (DhMRs) in IFC-305 exposed cells and DEGs in differentiating cells. (B) Ontologies related with differentiating + IFC-305 enriched 5hmC regions and up-regulated genes in differentiating cells. Data from EnrichR, number showed tissue-associated adjusted p-value.

**
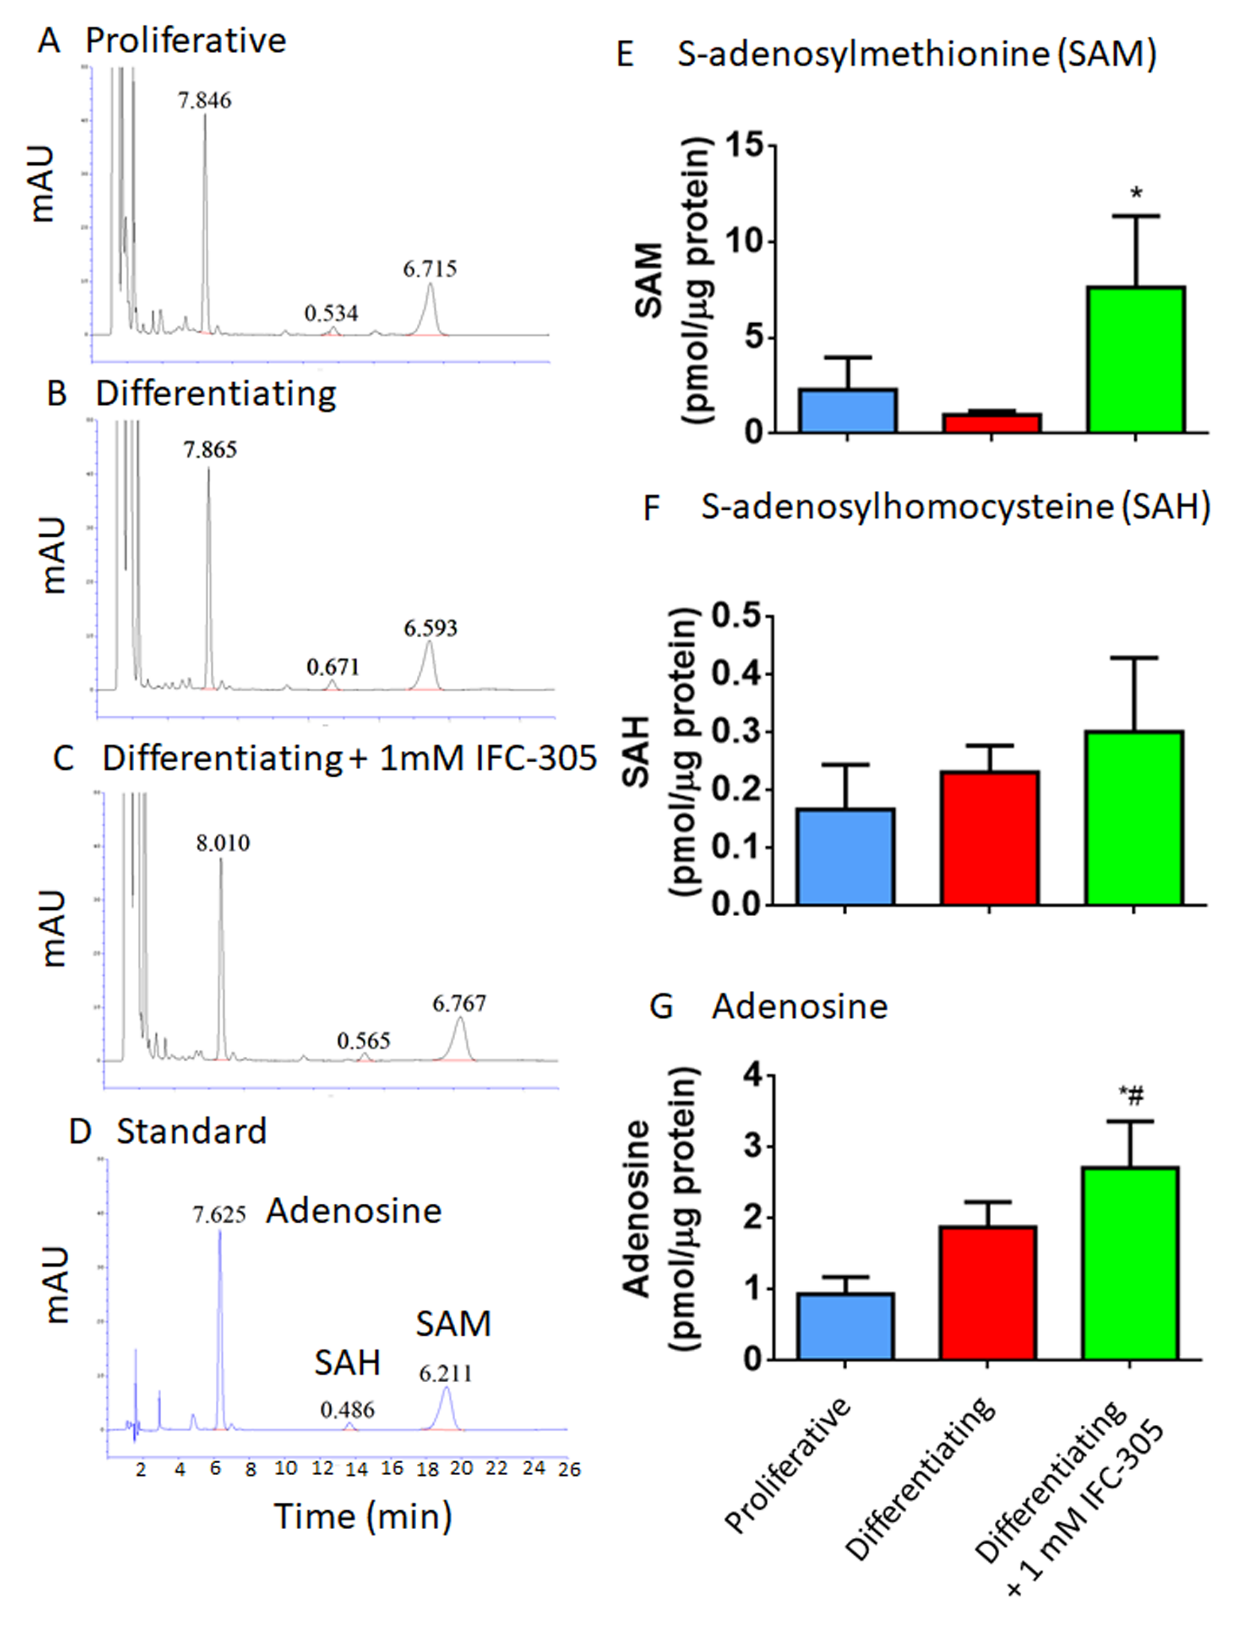
**

**Supplementary Figure S12.** **S-adenosylmethionine trends to decrease with HepaRG differentiation.** (A-D) Representative chromatograms identifying adenosine, S-adenosylhomocysteine (SAH) and S-adenosylmethionine (SAM) through HPLC in analyzed conditions, numbers indicate area under curve, first 26 min separation runtime are shown. (E-G) Quantification of each analysis. Data represent mean ± SEM of 4 cultures/condition. *Statistical difference (p < 0.05) when compared with differentiating non-treated cells. *^#^Statistical difference (p < 0.05) when compared with proliferative cells.

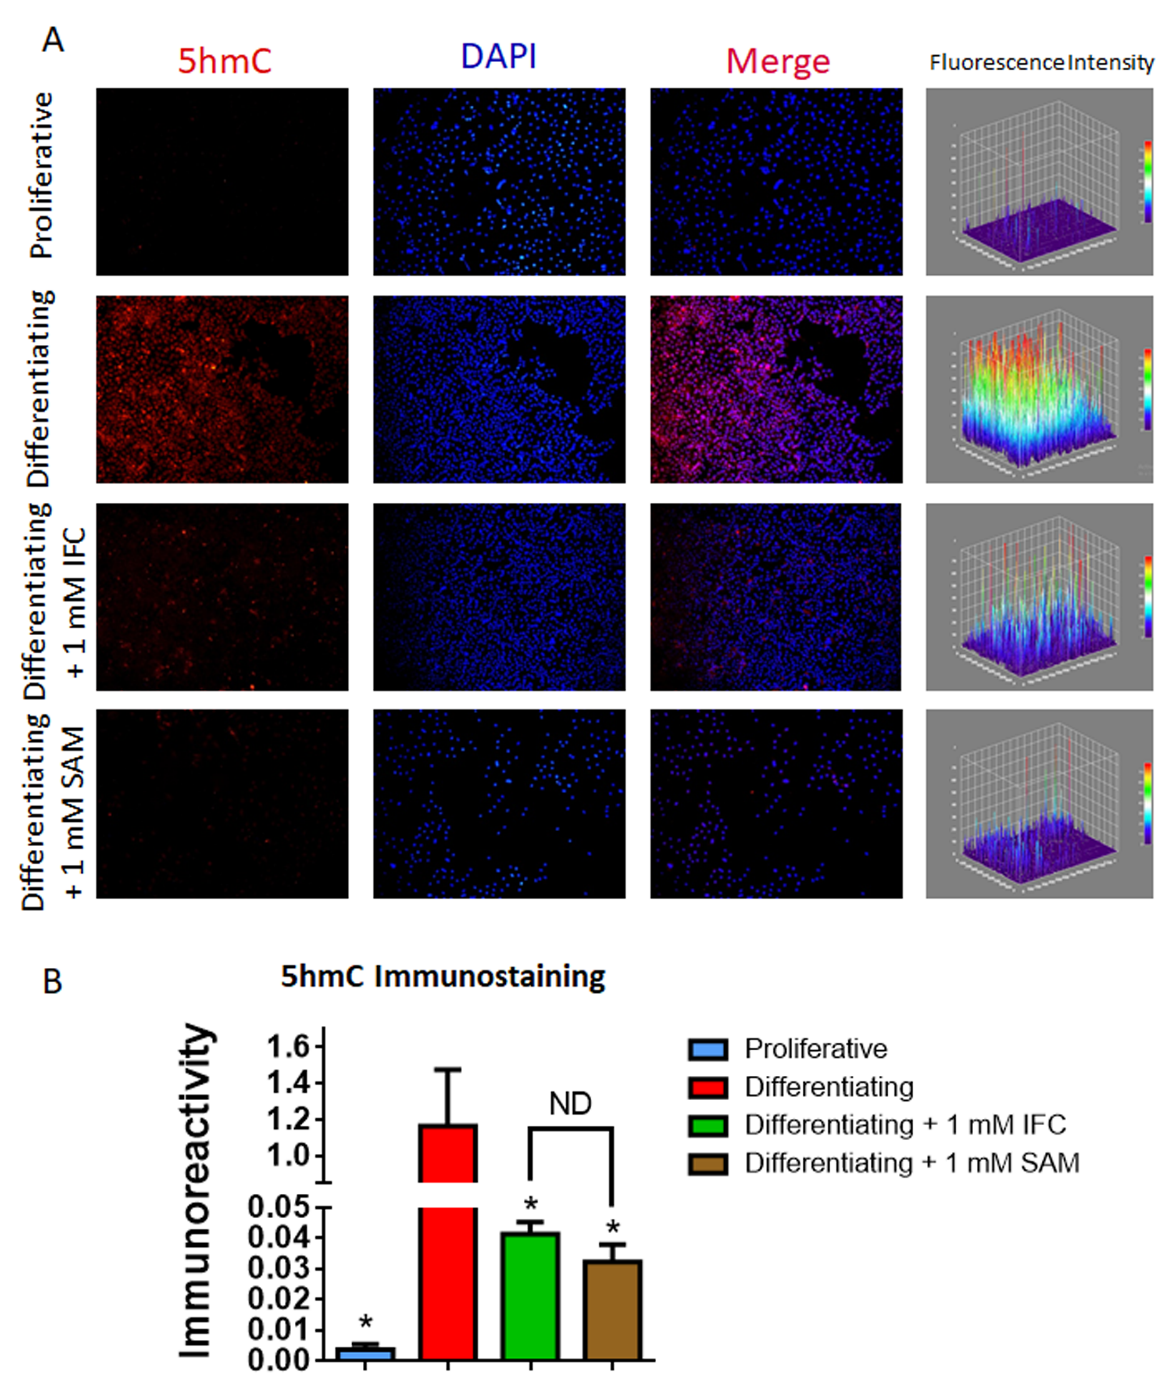

**Supplementary Figure S13. Adenosine derivative and S-adenosylmethionine reduce 5hmC enrichment at one week of HepaRG differentiation.** (A) Immunofluorescence of 5hmC in proliferative (top panel), differentiating (up-middle panel), differentiating + IFC-305 (down-middle panel), and differentiating + SAM (bottom panel). Representative 10x images of 3 cultures/condition are shown, as well as measurement of fluorescence intensity. (B) Quantification barplots of 5hmC signal are based on mean ± SEM from 3 fields per group. *Statistical difference (p < 0.05) compared with differentiating cells. ND: non-difference comparing differentiating + 1 mM IFC and differentiating + 1 mM SAM.

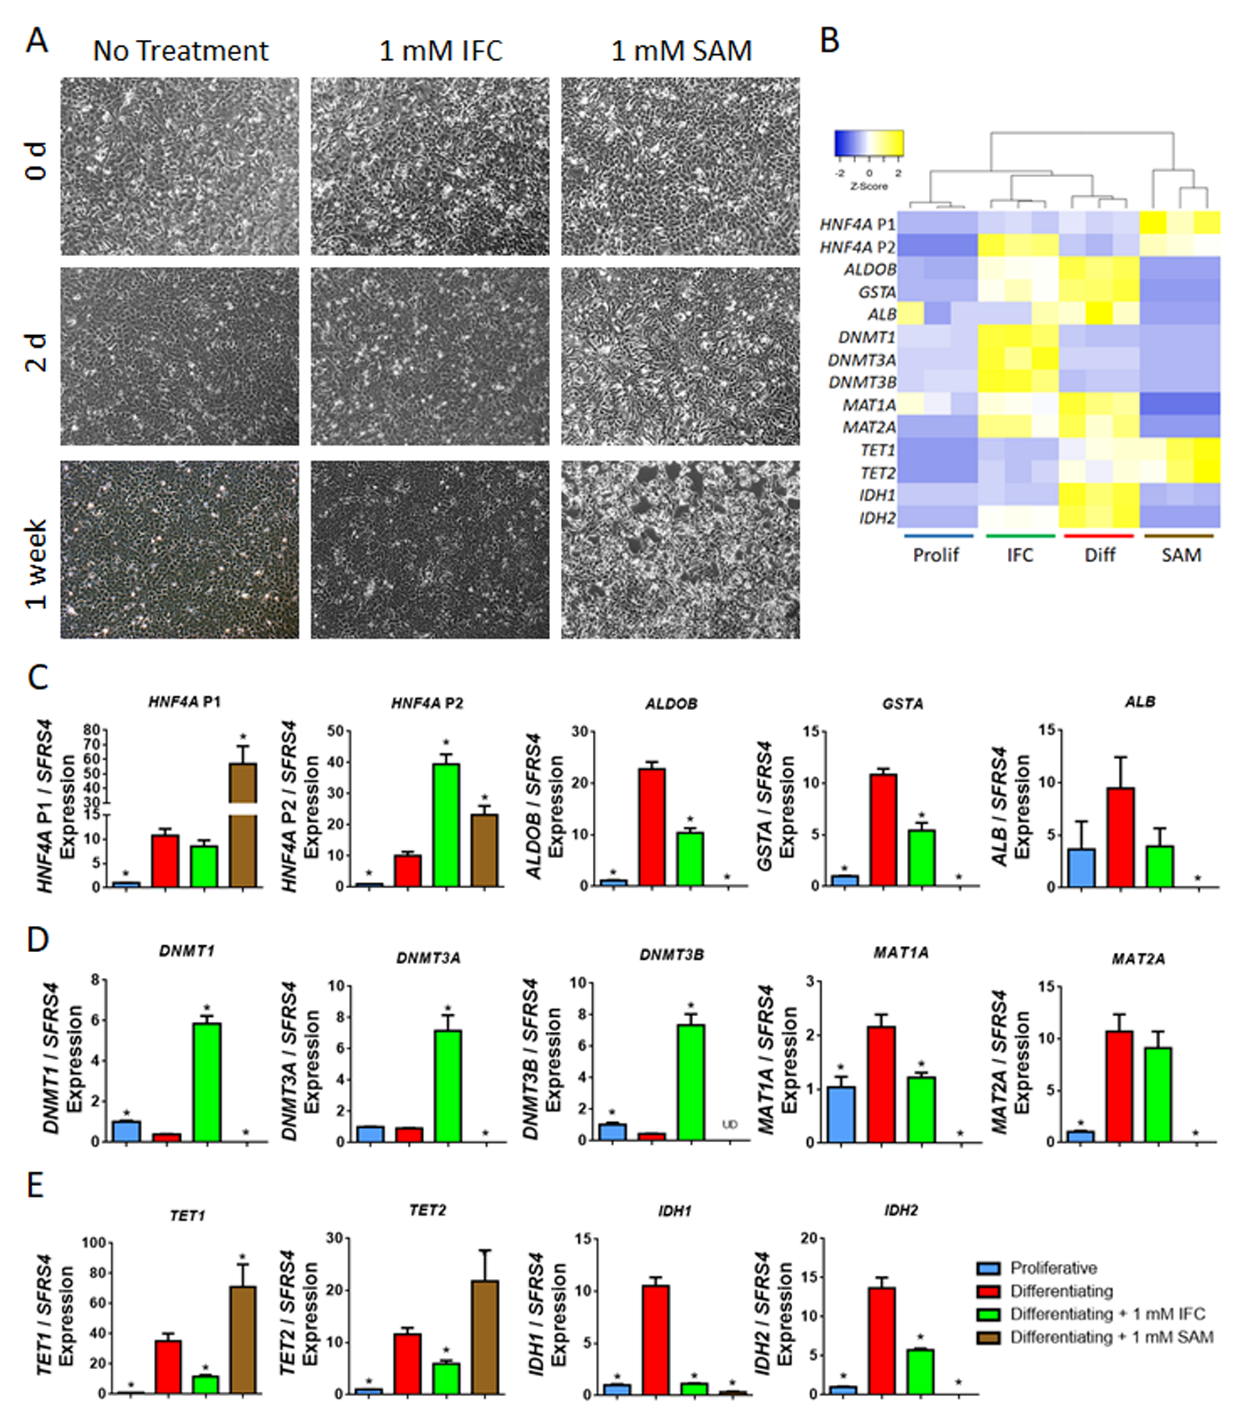

**Supplementary Figure S14. Impaired expression of hepatocytes markers, DNA methylation pathway and cytosine oxidation pathway upon adenosine derivative and S-adenosylmethionine HepaRG treatment.** (A) HepaRG cell phenotype along 1 week of differentiation, representative 10x images of each group are showed. (B) Heatmap represents differential expression of analysed genes and was constructed by Heatmapper platform (http://heatmapper.ca/). (C) Hepatocyte differentiation markers expression in response to different treatments at 1 week of differentiation. (D) DNA methyltransferases and methionine adenosyltransferases expression after 1 week of exposure during differentiation process. (E) TETs dioxigenases and isocytrate dehidrogenases expression after 1 week of differentiation and effect of IFC-305 and SAM exposure. Data represent mean ± SEM 3 independent cultures/condition. *Statistical difference (p < 0.05) when compared with differentiating non-treated cells. UD: undetectable.

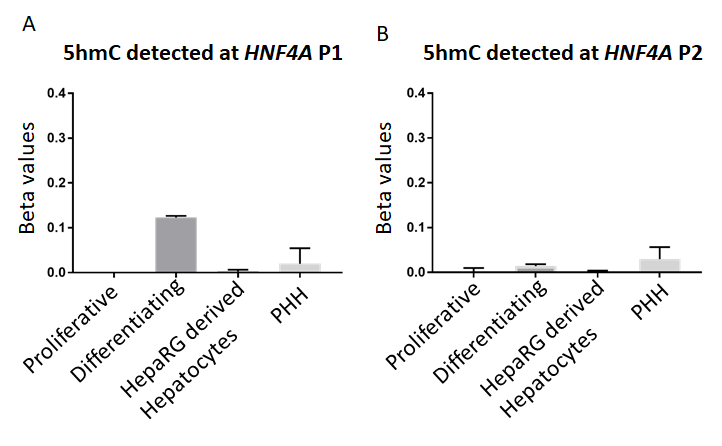

**Supplementary Figure S15.** 5hmC quantification by oxBS-qMSP, in HNF4A promoters P1 (A) and P2 (B). PHH= primary human hepatocytes.

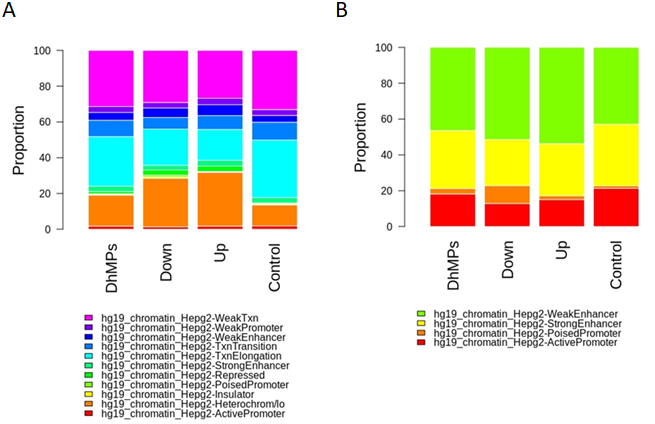

**Supplementary Figure S16. Distribution of DhMPs in Differentiating vs Proliferative HepaRG cells, relative to histone marks.** Genomic regions exhibiting differential 5hmC were annotated using ChromHMM features. The annotation determines several different chromatin states (A) and we emphasized the corresponding to H3K4me1/H3K27ac chromatin marks (B). The figure shows all 5hmC genes DhMPs, up and downregulated genes and control/housekeeping genes.

**Supplementary Table S1.** List of primers used for quantitative RT-PCR.

| **Region** | **Sequence** |
| --- | --- |
| SFRS4^26^ | Fw (5'-GGCTACGGGAAGATCCTGGA-3') |
|  | Rv (5'-TGCATCACGCAGATCATCAA-3') |
| *GSTA*^26^ | Fw (5'-GGGAGAGAACTATTGAGAGGAACA-3') |
|  | Rv (5'-TTAAACGCTGTCACCGTCCT-3') |
| *ALB*^26^ | Fw (5'-GCTTATTCCAGGGGTGTGTTT-3') |
|  | Rv (5'-CTGAGCAAAGGCAATCAACA-3') |
| *HNF4A* P1^26^ | Fw (5'-ATGGACATGGCCGACTACAGTGCT-3') |
|  | Rv (5'-CGAATGTCGCCGTTGATC-3') |
| *HNF4A* P2^26^ | Fw (5'-CTTGGCCATGGTCAGCGTGAACG-3') |
|  | Rv (5'-CGAATGTCGCCGTTGATC-3') |
| *TET1^26^* | Fw (5'-GCTATACACAGAGCTCACAG-3') |
|  | Rv (5'-GCCAAAAGAGAATGAAGCTCC-3') |
| *TET2^26^* | Fw (5'-CTTTCCTCCCTGGAGAACAGCTC-3') |
|  | Rv (5'-TGCTGGGACTGCTGCATGACT-3') |
| *IDH1* | Fw (5'-CGGAACCCAAAAGGTGACAT-3') |
|  | Rv (5'-TGGCAACACCACCACCTTCT-3') |
| *IDH2* | Fw (5'-CACGGCCTCAGCAATGTG-3') |
|  | Rv (5'-TCGAGGAAGTCCGTGGTGTT-3') |
| *DNMT1* | Fw (5'-GATGTGGCGTCTGTGAGGT-3') |
|  | Rv (5'-CCTTGCAGGCTTTACATTTCC-3') |
| *DNMT3A* | Fw (5'-CCTGAAGCCTCAAGAGCAGT-3') |
|  | Rv (5'-TGGTCTCCTTCTGTTCTTTGC-3') |
| *DNMT3B* | Fw (5'-CAAATGGCTTCAGATGTTGC-3') |
|  | Rv (5'-TCCTGCCACAAGACAAACAG-3') |
| *MAT1A* | Fw (5'-GGGCAGGAGATCAGGGTTTG-3') |
|  | Rv (5'-GCCCTGATGACTTGCTCCTT-3') |
| *MAT2A* | Fw (5'-CTACGAGTAGAACGCTGTCCG-3') |
|  | Rv (5'-CCAGTTTTAGCAACAGTTTCACA-3') |

**Supplementary Table S2.** List of primers used for hMedIP.

| **Region** | **Sequence** | **Location (hg19)** |
| --- | --- | --- |
| *SFRS4* P | Fw (5'-CCTCTTTCGCCCTCCTCA-3') | chr1:29508139- |
|  | Rv (5′-TGTAGGCTGGGTCCAGTG-3′) | 29508338 |
| *HNF4A* P1^26^ | Fw (5′-ATCTTCCCAGAGGACGGTTT-3′) | chr20:43029881- |
|  | Rv (5′-TGTAGGCTGGGTCCAGTG-3′) | 43030082 |
| *TCHP* | Fw (5'-GCCAGGTTCTCTGCATCAT-3') | chr12:110352469- |
|  | Rv (5'-ATGGCATGTACCTCGTAGAAAG-3') | 110352877 |
| *RAB7A* | Fw (5'-TCTGAGTCCTGGTGGTAGTT-3') | chr3:128483808- |
|  | Rv (5'-GTTGTGGGTAGCAGAGACATT-3') | 128484074 |

**Supplementary Table S3.** List of primers used for Hydroxymethylation by oxidative bisulfite and quantitative methyl-specific PCR

| **Region** | **Sequence** |
| --- | --- |
|  | Methylated |
| *HNF4A* P1 | Fw (5'-TGAGTTAAGGGTTAAATGAGTGTTC-3') |
|  | Rv (5'-CGCCGATAAATAAACTAAACGAA-3') |
| *HNF4A* P2 | Fw (5'-GAGATTTAAAATTGAGATAAAAGAAACG-3') |
|  | Rv (5'-CAAAATCATCCTATCTAACGTCT-3') |
|  | Unmethylated |
| *HNF4A* P1 | Fw (5'-GTGAGTTAAGGGTTAAATGAGTGTTT-3') |
|  | Rv (5'-CCCACCAATAAATAAACTAAACAAA-3') |
| *HNF4A* P2 | Fw (5'-ATTTAAAATTGAGATAAAAGAAATGGG-3') |
|  | Rv (5'-AACAAAATCATCCTATCTAACATCT-3') |

How the deposited data were processed for this re-analysis (not part of the article)

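Gene expression was measured on Illumina HumanHT-12 BeadChips in 4 samples of the HepaRG cell line, 2 independent cultures of proliferative cells (day 0) and 2 of differentiating cells (day 7). The proliferative cells were kept at low confluence and the differentiating cells at full confluence, so that cell density cannot be separated from condition. The labels number the cultures 1 and 2 (proliferative) and 3 and 4 (differentiating). No paired analysis was possible because the cultures of both conditions share no number. The methods name the v3 BeadChip, and the probe annotation used here is that of the v4 BeadChip.

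The authors imported and processed the raw signals with R/Bioconductor packages for bead arrays, and the submitters' processing notes name limma with no version. The deposited values are log2 intensities. They were checked to be quantile-normalized between arrays: the sorted values of the 4 arrays differ by 0.000191 on average and by 0.0708 at most. Quartiles were 4.58 and 7.12 on every array, and the highest value was 14.61 or 14.68. Background correction and filtering are not given in the sources used here, and no detection calls were used here. The values were therefore used as deposited, without further normalization or a filter.

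All 47323 probes were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no intensity trend, not robust), differentiating minus proliferative, and called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold, as the methods state no fold for this test. The prior had 2.94 degrees of freedom and a SD of 0.103 on the log2 scale, added to 2 residual degrees of freedom. The groups did not overlap for 48.3% of probes, where 33.3% would do so by chance. Probes were joined to genes through the platform annotation: 30121 probes are listed, 30113 of them with 1 symbol and 8 with several, and 17202 have no symbol in the table used. Symbols of 30074 probes were checked through their gene ID. Some genes that the paper names are not reported here. A gene with several probes was represented by the probe with the highest mean over all 4 arrays, chosen without regard to condition.

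The choices that follow were made before the data were examined, except where stated. The genes named are those the paper names for expression, the 10 with the largest rise and the 10 with the largest fall among called representative probes whose groups do not overlap, and up to 3 called members of each gene list in each direction. This gave 132 genes, of which 109 were called. The 32 gene lists were written from textbook knowledge, with the paper's results known. Each was tested over 1 probe per gene with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry, and with Fisher's exact test (two-sided) of the overlap with higher and with lower genes, against 20046 genes of which 4.73% were higher and 4.04% lower by their representative probe. The p-values of each method were adjusted over the lists. With the estimated correlation 0 lists passed in camera (4 at an unadjusted p under 0.05), against 21 with the preset and 26 with fry, which does not compare a list with other genes.

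The test was tried on simulated data: 5 simulations of 47323 probes with 2 arrays per group recovered 0.4% of probes changed by 0.5 on the log2 scale, 30.8% at 1, 88% at 2 and 95.2% at 3, with 4.29% of calls false. Far fewer probes were changed in the simulations than were called in the real data, and the adjusted p depends on that share. The noise was independent between probes and drawn from the fitted prior. The rates may therefore not hold for the real data. The alternatives were quantile normalization on top, median scaling, removal of dim probes, an intensity trend or robust estimation in eBayes, a minimum fold, limma's treat, an adjusted p under 0.01, the mean of a gene's probes, only probes with 1 symbol, an ordinary linear model, and leaving out each array in turn. A pseudocount was not tried because the values are already log2. Groups of 2 cannot give a permutation p under 0.05, so no permutation test between cultures was made. The databases behind the paper's enrichments, its DNA hydroxymethylation data and its RT-qPCR measurements were not analysed here.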

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

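The lists below were fixed before the data were examined, but which of them the paper does not discuss was decided after their p-values were seen. Apart from the comparison of cultures at the end, these signals concern gene groups whose expression on the arrays the paper's text does not discuss. The test of culture 4 against culture 3 was chosen after its result was seen. The p-values of Fisher's exact test below treat genes as independent, which genes on the same arrays are not.

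Genes of amino acid breakdown and the urea cycle were shifted upward (camera adjusted p = 2.56e-09, adjusted p = 0.206 with an estimated correlation): 10 of 30 were higher and 0 were lower (21 higher and 1 lower when adjusted over the list alone), among them TDO2, which starts tryptophan breakdown (3.78), PRODH2 (2.64) and DPYS (1.85), both from levels near the floor of the scale. Genes of glucose, fructose and glycogen metabolism were shifted upward (camera adjusted p = 0.000194, adjusted p = 0.211 with an estimated correlation). Of 19 genes, 4 were higher and 0 were lower (8 higher and 1 lower when adjusted over the list alone). The higher genes included IGFBP2 (1.50), the glucokinase regulator GCKR (1.39) and the fructokinase KHK (1.11). IGFBP2 binds insulin-like growth factors and is not itself an enzyme of these pathways. Genes of bile acid synthesis and hepatocyte transporters were shifted upward (adjusted p = 0.000795, adjusted p = 0.329 with an estimated correlation): 6 of 21 were higher and 2 were lower (7 higher and 2 lower when adjusted over the list alone), with the bile acid conjugating enzyme BAAT at 3.36, the transporters SLCO2B1 at 3.06 and ABCB1 at 1.82, and SLC27A2 and SLC47A1 at -0.90 and -0.64. Glucocorticoid response genes were shifted upward (adjusted p = 3.85e-06, adjusted p = 0.206 with an estimated correlation): 6 of 20 were higher and 0 were lower (9 higher when adjusted over the list alone), including the acute phase genes SAA2 (2.91) and SAA1 (1.35) and the iron-sequestering protein LCN2 (1.37). Genes of ribosome biogenesis were shifted downward with a median of -0.20 (adjusted p = 0.00966, adjusted p = 0.250 with an estimated correlation), although 0 of 27 passed on their own in limma, or when adjusted over the list alone (0 higher and 10 lower at an unadjusted p under 0.05). Higher genes were more frequent among cholangiocyte markers (adjusted p = 0.0301, Fisher's exact test), although their shift did not pass (camera adjusted p = 0.135, adjusted p = 0.430 with an estimated correlation), and 4 of 18 were higher and 1 was lower (5 higher and 2 lower when adjusted over the list alone): SPP1 at 2.20, DEFB1 at 1.89, SOX9 at 1.43 and KRT7 at -0.69, which ended near the floor of the scale. Lower genes were more frequent among YAP and TAZ target genes (adjusted p = 0.000775, Fisher's exact test), although their shift did not pass (camera adjusted p = 0.181, adjusted p = 0.555 with an estimated correlation), and 6 of 22 were lower and 2 were higher (7 lower and 2 higher when adjusted over the list alone): CCDC80 at -1.70, IGFBP3 at -0.93 and AXL at -0.82, against F3 at 0.82 and CCN2 at 0.50. With any 1 array left out, the calls of IGFBP2, KHK, SLC27A2, SLC47A1, KRT7, IGFBP3, AXL, F3 and CCN2 were lost. Those of LCN2, SAA1, SOX9 and CCDC80 were kept in only 1 of these 4 fits, those of GCKR and DPYS in 2, and those of ABCB1 and DEFB1 in 3. CCDC80 also lost its call with robust eBayes (adjusted p = 0.0523), and a second probe of CCN2 did not pass.

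Differentiating culture 4 had moved less far from proliferative cells than culture 3. The median log2 change of called mitosis genes was -1.96 in culture 3 and -1.52 in culture 4, and that of called plasma protein genes 2.11 and 1.92. A candidate explanation is a share of RNA from undifferentiated cells in culture 4, which would give both groups of genes the same share of proliferative signal. The median share was 12.2% for mitosis genes and 19.2% for plasma protein genes, a difference of -7. The 95% bootstrap interval of this difference was -10.1 to 4.14, so a common share was not excluded. It was resampled over genes, which are not independent, and does not measure the spread between cultures. A culture that was less advanced in differentiation may give the same values, and no biological explanation was tested.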

How the results depend on the processing

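No called named gene changed direction under any alternative tried. Genes that were not called did so with an array left out, among them TET1 (fold 0.969 to 1.22), TET2 (0.865 to 1.09) and IDH2 (0.978 to 1.28). With quantile normalization on top, median scaling, robust eBayes, removal of the lower 25% or 50% of probes by mean intensity, or only probes with 1 symbol, the counts of called probes and genes by direction stayed within 1.5 times their value, while genes with probes in both directions rose from 1 to at most 4. With an intensity trend in eBayes 4937 probes were called (2471 higher, 2466 lower; 1801 and 1724 genes). With a fold of at least 2, 962 were called (536 and 426; 394 and 321 genes), and with treat at a fold of 1.2, 997 (558 and 439; 406 and 346 genes). At an adjusted p under 0.01, 374 were called (276 and 98; 202 and 85 genes), 13 of them lower beyond a fold of 4. The ordinary linear model called 0 probes in either direction, beyond a fold of 4 or not, and so 0 genes and 0 overlaps with lists (6447 probes at an unadjusted p under 0.05), since it has 2 residual degrees of freedom. Filters that removed the lower 60% or 70% of probes were chosen after seeing the counts: the first called 4279 probes (2173 lower, 1506 genes lower), the second 4664 (2226 higher, 2438 lower; 1657 and 1728 genes).

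With 1 array left out, the lone array of a condition is assumed to vary like the other group. The counts were then 257 to 740 probes, 174 to 386 higher and 79 to 370 lower, 130 to 277 and 65 to 284 genes, 123 to 253 beyond a fold of 4, 113 to 157 of them higher and 7 to 96 lower, and 12 to 15 overlaps of lists against 20. The share of called probes that were higher was 51.7%, 73.8% at an adjusted p under 0.01, 50% to 78.5% with an array left out, and 49.2% and 47.7% with the 60% and 70% filters. List shifts numbered 21 (16 upward, 5 downward) and 21 to 22 with an array left out, and with an estimated correlation 0 remained, 0 upward and 0 downward (4 at an unadjusted p under 0.05; 26 with fry). Of the 109 called named genes, 33 passed with any array left out and 33 with none. Robust eBayes ended 3 of these calls, a fold of at least 2 ended 29, treat ended 36 and an adjusted p under 0.01 ended 66. The mean of a gene's probes ended 1 and added 2, CDK6 and TCHP, which have 1 probe each and kept their values. The intensity trend added 4. The pseudocount alternative was not run because the values are log2.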

Differences from the paper's values

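The paper's methods state an FDR-adjusted p below 0.05 and no fold, as used here. The paper's number of differentially expressed genes is 4175, and 2771 probes were called here. Of the alternatives set before the data were examined, removal of the lower 50% (3695) or lower 25% (3608) of probes, an intensity trend (4937) and only probes with 1 symbol (3007) fell within 1.5 times the paper's value, and the other alternatives did not. The paper's 2066 lower probes compare with 1338, and the same 4 alternatives came within that range (1797, 1742, 2466 and 1438), while the others did not. The paper's 1772 lower genes compare with 955 here and its 1822 higher genes with 1059, both counted here over probes that carry a symbol in the annotation used. The same 4 alternatives (1241, 1210, 1724 and 1242 lower; 1379, 1354, 1801 and 1372 higher) and the mean of a gene's probes (1220 and 1336) came within that range, and the others did not. Filters that removed the lower 60% (4279 probes) or 70% (4664) also came within it; both were chosen after seeing the values, with the paper's count known, and how many of the paper's own called items they drop could not be counted because the paper's list of called items was not used here. The paper shows about 9 genes with probes in both directions in Fig. 3A, read by eye, and 1 was found here, with no alternative set before the data were examined within its range.

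The RT-qPCR values of the paper come from another assay and other cultures, and its folds are set beside the array folds of differentiating over proliferative cells. For GSTA the paper's fold is about 25 in Fig. 1F and about 11 in Supplementary Fig. S14C, read by eye, against 3.18 for GSTA1 and 3.80 for GSTA2 here by their brightest probes. Their other probes gave larger folds, 4.05 and 3.64 for GSTA1 and 5.41 and 5.38 for GSTA2, and the probe of GSTA5 gave 4.94. Supplementary Fig. S14E shows folds of about 35 for TET1, about 12 for TET2, about 11 for IDH1 and about 14 for IDH2, read by eye, against 1.09, 0.97, 1.14 and 1.12 here; the TET1 and TET2 probes lie near the floor of the scale, and it is not established that they read the transcripts. Supplementary Fig. S14D shows about 11 for MAT2A, about 0.4 for DNMT1 and about 0.4 for DNMT3B, read by eye, against 1.36, 0.645 and 0.854 here. All of these differ under every alternative set before the data were examined that gave a value. DNMT1 was called lower here, as in that figure, and MAT2A was called higher with an intensity trend in eBayes (adjusted p = 0.00746) and with the lower 70% of probes removed (adjusted p = 0.0238), a filter chosen after seeing the values. MAT1A was higher here with a fold of 2.76, beside about 2.2 in Supplementary Fig. S14D, read by eye.

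The paper relates the higher genes to liver and fetal liver (Fig. 1D). Here 24 of 29 plasma protein genes were higher, and 0 of 20 fetal liver and progenitor markers passed in limma (1 higher and 2 lower at an unadjusted p under 0.05). These lists are not the gene sets behind that figure and do not test its association. The fetal liver and progenitor markers are mostly dim, so that a fall could hardly be seen in many of them. The paper describes albumin as not changed by RT-qPCR in differentiating cells (Fig. 4A), while ALB was called higher here by both of its probes. The call of the probe with the higher mean (fold 1.41) was lost with any 1 array left out. It was also lost at an adjusted p under 0.01, with a fold of at least 2 and with treat. In differentiating cells both probes read near the top of the scale (14.35 and 14.54, highest array value 14.68), so that their folds may be lower bounds.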

Other observations

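Tests of the TET1, TET2, IDH1, IDH2 and MAT2A transcripts were chosen after their results were seen, and the test of mitosis against DNA replication before.

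Among writers and erasers of cytosine methylation, 0 of 21 measured genes were higher and 2 were lower (1 higher and 3 lower when adjusted over the list alone), the maintenance methyltransferase DNMT1 (-0.63, adjusted p = 0.0293) and its partner UHRF1, and the shift of the list had an adjusted p of 0.785, with a median of 0.02 against a mean of -0.12. TET1 (0.12), TET2 (-0.04), IDH1 (0.20), IDH2 (0.16), IDH3G (-0.03), DNMT3A (-0.20) and DNMT3B (-0.23) did not pass. The DNMT1 call was lost with any 1 array left out (adjusted p 0.0873 to 0.16). Of 23 genes of the methionine cycle and adenosine handling, 2 were higher and 2 were lower (5 higher and 3 lower when adjusted over the list alone; adjusted p = 0.135 for the shift). MAT1A, the S-adenosylmethionine synthetase of hepatocytes, rose by 1.46 (adjusted p = 0.012) and SHMT1 by 0.81, while the adenosine-forming NT5E was at -0.68 and the adenosine deaminase ADA at -0.62.

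Of 21 stellate cell and fibroblast markers, 3 were higher and 1 was lower (7 higher and 2 lower when adjusted over the list alone; adjusted p = 0.252 for the shift): the collagen COL3A1 at 1.38, PDGFRB at 0.99 and TIMP1 at 0.64, against TAGLN. Of 23 interferon response genes, 2 were higher and 1 was lower (4 higher and 4 lower when adjusted over the list alone; adjusted p = 0.589 for the shift): ISG20 at 0.68, MX1 at 0.52 and ISG15 at -1.27. Of 17 NFE2L2 target genes, 1 was higher and 3 were lower (2 higher and 4 lower when adjusted over the list alone; adjusted p = 0.135 for the shift): GPX2 at 2.23, against SLC7A11 at -1.41, GCLM at -0.94 and TKT at -0.75, and NFE2L2 itself was at 0.01 (adjusted p = 0.969). TCHP was at -0.43 (adjusted p = 0.080). It passed when each gene's probes were averaged (adjusted p = 0.0417), although it has 1 probe and its own value was the same. It also passed with the 60% and 70% filters chosen after seeing the counts (adjusted p = 0.0479 and 0.0204). The housekeeping list had an adjusted p of 0.506. Tested against no change with fry, the methionine cycle and stellate cell lists were shifted upward (adjusted p = 0.0196 and 0.0182) and the NFE2L2 targets downward (adjusted p = 0.0317). With any 1 array left out, the calls of SHMT1, NT5E, ADA, PDGFRB, TIMP1, ISG20, MX1, SLC7A11, GCLM and TKT were lost. Those of MAT1A (adjusted p up to 0.072), COL3A1 (up to 0.160) and ISG15 (up to 0.122) were kept in only 1 of these 4 fits, and those of GPX2, TAGLN and UHRF1 in 2. Robust eBayes also ended the calls of ADA (adjusted p = 0.0528) and SLC7A11 (adjusted p = 0.0521).

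TET1, TET2, IDH1, IDH2 and MAT2A were not called on the arrays, while Supplementary Fig. S14 shows them higher by RT-qPCR. A fall of SRSF4, the reference transcript of the RT-qPCR, is argued against by its log2 fold change of 0.18 (95% interval -0.164 to 0.524). Probes too dim to follow TET1 and TET2 cannot be told apart from unchanged transcripts. The brightest of these probes lies at percentile 55.3 of all probes. However, 190 of 11002 probes that start at these levels were called higher, 28 of them beyond a fold of 4. For IDH1, IDH2 and MAT2A, the values argue against saturation at the top of the scale. The brightest of the 3 genes lay 2.78 log2 units below the top in proliferative cells. Of 2316 probes that start between them, 107 were called higher, by up to 2.38 on the log2 scale. The upper bounds of the 95% intervals of the folds of IDH1, IDH2 and MAT2A were only 1.34, 1.46 and 1.68. The count asked for to exclude saturation was missed: 4 probes in that range were called higher beyond a fold of 4, where at least 5 had been asked for. By that count alone, saturation of these probes was not excluded. No biological explanation was tested.

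Genes of mitosis fell further than genes of DNA replication, by a difference of medians of -0.674 (permutation test over genes, which are not independent, p = 1e-05, the smallest it can give). Probe brightness as the whole cause is argued against by the gap within the dimmer part of the members (-0.504, permutation p = 0.013) and within the brighter part (-0.859, permutation p = 3e-05). No biological explanation was tested, since the design has a single time point of differentiation.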
